# The amino acid sensor GCN2 suppresses terminal oligopyrimidine (TOP) mRNA translation *via* La-related protein 1 (LARP1)

**DOI:** 10.1016/j.jbc.2022.102277

**Published:** 2022-07-19

**Authors:** Zeenat Farooq, Fedho Kusuma, Phillip Burke, Catherine R. Dufour, Duckgue Lee, Negar Tabatabaei, Phoenix Toboz, Ernest Radovani, Jack F. Greenblatt, Jalees Rehman, Jacob Class, Arkady Khoutorsky, Bruno D. Fonseca, Justin M. Richner, Eloi Mercier, Guillaume Bourque, Vincent Giguère, Arvind R. Subramaniam, Jaeseok Han, Soroush Tahmasebi

**Keywords:** translational control, amino acid deprivation, GCN2, ATF4, GCN1, LARP1, TOP mRNA translation, ribosome collision, ACN, acetonitrile, ANS, anisomycin, BSA, bovine serum albumin, ChIP, chromatin-immunoprecipitation, CHX, cycloheximide, FA, formic acid, FBS, fetal bovine serum, FDR, false discovery rate, IP, immunoprecipitation, ISR, integrated stress response, KD, knockdown, MEF, mouse embryonic fibroblasts, MS, mass spectrometry, qPCR, quantitative PCR, RNP, ribonucleoprotein, RT-qPCR, reverse transcription qPCR, SG, stress granule, TOP, terminal oligopyrimidine, WB, Western blot

## Abstract

La-related protein 1 (LARP1) has been identified as a key translational inhibitor of terminal oligopyrimidine (TOP) mRNAs downstream of the nutrient sensing protein kinase complex, mTORC1. LARP1 exerts this inhibitory effect on TOP mRNA translation by binding to the mRNA cap and the adjacent 5′TOP motif, resulting in the displacement of the cap-binding protein eIF4E from TOP mRNAs. However, the involvement of additional signaling pathway in regulating LARP1-mediated inhibition of TOP mRNA translation is largely unexplored. In the present study, we identify a second nutrient sensing kinase GCN2 that converges on LARP1 to control TOP mRNA translation. Using chromatin-immunoprecipitation followed by massive parallel sequencing (ChIP-seq) analysis of activating transcription factor 4 (ATF4), an effector of GCN2 in nutrient stress conditions, in WT and GCN2 KO mouse embryonic fibroblasts, we determined that LARP1 is a GCN2-dependent transcriptional target of ATF4. Moreover, we identified GCN1, a GCN2 activator, participates in a complex with LARP1 on stalled ribosomes, suggesting a role for GCN1 in LARP1-mediated translation inhibition in response to ribosome stalling. Therefore, our data suggest that the GCN2 pathway controls LARP1 activity *via* two mechanisms: ATF4-dependent transcriptional induction of LARP1 mRNA and GCN1-mediated recruitment of LARP1 to stalled ribosomes.

It has been estimated that a single HeLa cell contains 3.3 × 10^6^ ribosomes, making ribosomes one of the most abundant macromolecular complexes in mammalian cells (1). Studies in yeast have demonstrated that about 60% of cellular energy is devoted to ribosome biosynthesis and ribosomal proteins account for 50% of the cellular proteome (2). To ensure availability of sufficient resources for ribosome biogenesis, cells have evolved sophisticated control mechanisms to coordinate the rate of ribosome production with nutrient and energy availability. mRNAs encoding ribosomal proteins (as well as a number of RNA-binding proteins and eukaryotic translation factors) carry a 5′-terminal oligopyrimidine (5′TOP) motif that is required for their translational control (3). The 5′TOP motif consists of a cytosine followed by an unbroken series of 4 to 14 pyrimidine nucleotides directly adjacent to cap structure (4, 5). The regulation of TOP mRNA translation by amino acid availability and other stressors has been recognized for many years and has been widely linked to the activity of mechanistic/mammalian target of rapamycin complex1 (mTORC1) (6, 7). However, the nature of downstream repressor proteins that interact with 5′TOP motif has been elusive until recently. Several proteins that mediate the inhibition of TOP mRNA translation have been proposed, and they include La antigen (8), AUF1 (9), 4E-BPs (10), TIA-1, and TIAR (11) as well as La-related protein 1 (LARP1) (4) which has been implicated in the process more recently. LARP1 is unique among other candidate repressors in that it physically interacts simultaneously with m7Gppp mRNA cap and the 5′TOP motif of TOP mRNAs *via* a specialized domain known as the DM15 domain (12, 13). LARP1 binds the mRNA cap of TOP mRNAs with higher affinity than a cap-binding protein eIF4E does (13). eIF4E, together with an mRNA helicase eIF4A and a large scaffolding protein eIF4G, forms eIF4F complex, which is essential for the initiation of cap-dependent translation. Therefore, the strong binding of LARP1 to the cap and TOP motif outcompetes eIF4E and consequently inhibits the assembly of the eIF4F complex, selectively blocking the translation initiation of TOP mRNAs (14). LARP1 was originally identified as a potential mTORC1 substrate in pharmacological phosphoproteomics studies (15, 16) and subsequently validated as a *bona fide* mTORC1 target (4). In response to a multitude of extracellular stimuli and intracellular cues such as growth factors and nutrients, mTORC1 phosphorylates LARP1 on multiple serine and threonine residues (17). Phosphorylation of LARP1 leads to the dissociation of the DM15 domain of LARP1 from the 5′UTR of TOP mRNAs, thus allowing eIF4F complex to access the 5′UTR of TOP mRNAs (13) and engage their translation (17). In addition to translational control, the activity of LARP1 has been linked to the sequestering of TOP mRNAs in stress granules (SGs) and P-bodies (18), preventing ribosome stalling (19) and regulating TOP mRNA stability (20, 21).

The serine/threonine protein kinase GCN2 (General control nonderepressible 2; also known as eIF2AK4) is an amino acid sensor that, similarly to mTORC1, coordinates the mRNA translation in response to amino acid availability. GCN2 is the most conserved member of the eIF2 alpha (eIF2α) kinases (eIF2AKs) in the integrated stress response (ISR) pathway that, as the name indicates, controls mRNA translation through phosphorylation of the alpha subunit of the eukaryotic translation initiation factor eIF2 (22). Phosphorylation of eIF2α on serine 51 blocks the guanine nucleotide exchange activity of eIF2B (the guanine nucleotide exchange factor [GEF] for eIF2), thereby hindering the eIF2/Met-tRNA_i_^Met^/GTP ternary complex formation. Ternary complex formation is required for the recruitment of small (40S) ribosomal subunit to mRNA, for translation initiation to take place (23). Since the ternary complex is essential for translation initiation of most cellular mRNAs, phosphorylation of eIF2α inhibits global mRNA translation. Paradoxically, phosphorylation of eIF2α stimulates the translation of a subset of mRNAs, which usually contain upstream ORFs in their 5′UTRs, epitomized by transcription factor activating transcription factor 4 (ATF4) mRNA (23). In turn, ATF4 orchestrates a transcriptional program that dictates how cells respond to stress (24). GCN2 contains a histidyl-tRNA synthetase (HisRS)-like domain that directly binds uncharged tRNA. Amino acid deprivation increases the level of uncharged tRNAs, which upon binding to GCN2 promote a conformational change within GCN2 that induces activation and autophosphorylation in *trans* (25, 26, 27). GCN2 can be also directly activated by the ribosome upon binding the ribosomal P-stalk *in vitro* or in the context of ribosome stalling (28, 29, 30, 31). GCN1 is required for full GCN2 activation and association of GCN2 with stalled ribosomes *in vivo* (32).

In addition to the effects of GCN2 on global translation and translation of mRNAs with upstream ORFs, the activity of GCN2 has been linked to translational control of specific TOP mRNAs (11) by an unknown mechanism. In this study, we demonstrate for the first time that GCN2 selectively suppresses TOP mRNA translation *via* transcriptional upregulation of LARP1 by ATF4. In addition, using immunoprecipitation in combination with mass spectrometry, we show GCN1 binds to LARP1 and colocalize with LARP1 on stalled ribosomes.

## Results

### GCN2-dependent ATF4 binding to the promoter of LARP1

Previous studies demonstrated that GCN2 suppresses mTORC1 upon amino acid deprivation *via* ATF4-dependent or ATF4-independent pathways (33, 34). Prolonged starvation of leucine (8–24 h) is required for GCN2 to sustain mTORC1 suppression *via* ATF4 targets (33). To identify novel factors that control mTORC1 pathway downstream of GCN2-ATF4, we performed chromatin-immunoprecipitation (ChIP) followed by massive parallel sequencing (ChIP-seq) in WT and GCN2 KO mouse embryonic fibroblasts (MEFs) in the presence or absence of leucine for 24 h (Figs. 1, *A* and *B* and S1, *A* and *B*). 

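ATF4 ChIP-seq was available as 4 annotated peak lists, for WT +Leu, WT -Leu, GCN2 KO +Leu and GCN2 KO -Leu MEFs, which are fibroblasts grown from mouse embryos. Leucine was withheld for 24 h. Each list came from 1 library, made from chromatin pooled over 2 independent experiments of at least 5 replicates each, so no difference between conditions has a replicate check. The authors aligned the reads to mm10, called peaks with MACS2 at a false discovery rate of 0.05 against input DNA of the same genotype and kept windows of the peak summit ±150 bp. The headers of the -Leu lists name the input of leucine-fed cells as their control. The 2 input libraries were not analysed here. Each peak carries a score that is the authors', given as a whole number from 13 up. The paper does not state its scale, and the lowest value is the one that -10 times the log10 of a q-value of 0.05 gives without its decimals. Scores were used to describe, rank or filter peaks within a list, and across lists they are only described. The lists give no sequencing depth, which limits how far numbers of peaks can be compared between libraries. The GC content listed for each peak equalled that of the mm10 reference for all 4839 WT +Leu, 6362 WT -Leu, 3549 GCN2 KO +Leu and 2658 GCN2 KO -Leu peaks on assembled chromosomes, and a further 11, 12, 17 and 14 peaks lay on unplaced contigs. Peaks of different lists were counted as common when their centers were 300 bp or less apart, and genes were assigned from the distance to the TSS in the lists, with a limit of 5 kb, both as in the study's methods.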

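The WT +Leu list held 4850 peaks and the WT -Leu list 6374, a ratio of 1.31 (95% Wilson interval 1.27 to 1.36). In GCN2 KO MEFs, 3566 peaks were listed with leucine and 2672 without it, a ratio of 0.749 (0.713 to 0.788). The intervals cover counting error only, and the ratios cannot be separated from a difference in sequencing depth between the libraries. The median score was 30 in WT +Leu, 30 in WT -Leu, 29 in GCN2 KO +Leu and 30 in GCN2 KO -Leu, so most peaks lay near the lowest listed score. Of the alternatives set before the data were examined, a score of 30 or more moved these ratios most. It was reached by 2428 peaks in WT +Leu and 3732 in WT -Leu (ratio 1.54). In GCN2 KO it was reached by 1691 peaks with leucine and 1392 without it (ratio 0.823). A score of 100 or more was reached by 90 peaks in WT +Leu, 626 in WT -Leu, 32 in GCN2 KO +Leu and 13 in GCN2 KO -Leu.

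**Figure D1:**
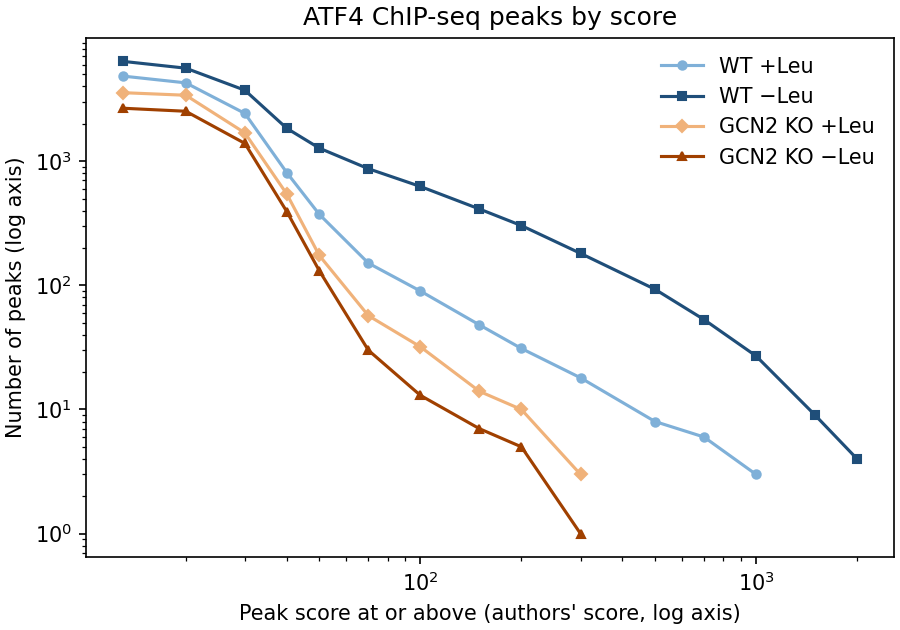
Number of ATF4 ChIP-seq peaks (vertical log axis) at or above each score (horizontal log axis) in the 4 peak lists, 1 library each. At a score of 100 the lines stand at 626 peaks for WT -Leu, 90 for WT +Leu, 32 for GCN2 KO +Leu and 13 for GCN2 KO -Leu.

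Few peaks recurred between the lists of a genotype. Of the WT +Leu peaks, 308 (6.35%, 5.70 to 7.07) had a WT -Leu peak 300 bp or less away, and 4542 had none. The WT -Leu list held 6065 peaks without a WT +Leu partner. In GCN2 KO MEFs, 98 of the +Leu peaks (2.75%, 2.26 to 3.34) had a partner in the -Leu list. On assembled chromosomes the common peaks numbered 302 in WT and 90 in GCN2 KO, whereas 1000 random shifts of the +Leu peaks along their chromosomes gave a mean of 8.00 (range 1 to 19) and 2.53 (0 to 9). Common peaks were concentrated in the strongest part of each list. They made up 37.5% (33.3 to 41.9) of the 10% of WT +Leu peaks with the highest scores and 3.92% (2.52 to 6.04) of the 10% with the lowest. In the parts between, each holding 10% of the list, the share ranged from 1.44% to 3.92% without a steady fall. In GCN2 KO +Leu the strongest and weakest 10% had shares of 11.8% (8.82 to 15.5) and 1.69% (0.775 to 3.63), and the parts between ranged from 0.840% to 2.80%.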

Leucine deprivation induced a significant increase and reprogramming of ATF4-binding sites, an effect that was abolished in GCN2 KO cells (Fig. 1, *A* and *C*). 

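Chac1 carried the highest-scoring peak within 5 kb of a TSS in both WT lists. Its peak in WT -Leu cells spanned chromosome 2 from 119350906 to 119351206 (mm10), centered at -186 bp from the TSS in the promoter, and scored 2515. The motif TGATGCAA lies in it on the minus strand from 119351049 to 119351056. Kdm6b ranked next among the genes of this list, with a promoter peak on chromosome 11 from 69414395 to 69414695 that scored 1791 and held TGATGCAA on the plus strand at 69414547 to 69414554. The Asns promoter peak, on chromosome 6 from 7693078 to 7693378, scored 1787 and held TGATGAAA in place of TGATGCAA, from 7693225 to 7693232 on the minus strand. Arl14ep had a promoter peak on chromosome 2 from 106974376 to 106974676 with a score of 1582 and no TGATGNAA sequence within it. The Atf5 peak on chromosome 7, from 44818963 to 44819263, lay in an intron and scored 1569. For Ppp1r15a, a peak annotated at the transcription termination site, on chromosome 7 from 45523352 to 45523652, scored 1129, and a second one 21 bp from the TSS, from 45526097 to 45526397, scored 76. Of these 6 genes, 5 had a peak within 5 kb in WT +Leu cells, 5 in GCN2 KO +Leu cells and 4 in GCN2 KO -Leu cells. Ppp1r15a was the gene without a peak in WT +Leu.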

A large number of known ATF4 targets was identified in our analysis including *Chac1* (35), *Kdm6b*/JMJD3 (36), *Asns* (37), *Arl14ep* (38), *ATF5* (39) and *Ppp1r15a*/*GADD34* (40), thus validating the quality of the ChIP-seq data. Interestingly, several important genes related to mTOR signaling (*e.g.*, *Ddit4/REDD1*, *Eif4ebp1*, and *Sesn2*), amino acid metabolism (*e.g.*, *Gars*, *Iars*, *Yars*, *Asns*, and *Psat1*), and integrated stress response (*Bhlha15/MIST1*, *Chac1*, *Ddit3/CHOP*, *Ppp1r15a/GADD34*, and *Ppp1r15b/CReP*) were prebound by ATF4 under basal conditions (Figs. 1, *D*–*F*, 2*A* and S1, *C*–*E*). 

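In WT +Leu cells, all 3 genes related to mTOR signaling had a peak within 5 kb of the TSS. The Ddit4 peak, on chromosome 10 from 59952667 to 59952967, was intergenic and scored 320. The Eif4ebp1 peak, on chromosome 8 from 27261141 to 27261441, lay in an intron and scored 137, and the strongest of the Sesn2 peaks, on chromosome 4 from 132513874 to 132514174, was intergenic and scored 54. Each of the 5 genes of amino acid metabolism also had a peak in this list, scoring 746 for Asns, 432 for Yars, 398 for Psat1, 185 for Iars and 119 for Gars. Among the 5 genes of the integrated stress response, Chac1 scored 1499, Ddit3 scored 173, Ppp1r15b scored 144 and Bhlha15 scored 37, while no WT +Leu peak was assigned to Ppp1r15a at any distance. Bhlha15 ranked lowest of these genes, at the 77.4th percentile of the scores in the list, whereas Ddit3, Ppp1r15b and Iars were at the 99.2nd, 99th and 99.3rd percentile. With Larp1, Kdm6b, Arl14ep, Atf5, Aars and Shmt2 added, 18 of 19 named targets had a WT +Leu peak. For all 18 at least one of these peaks lay 300 bp or less from a WT -Leu peak. Within 1 kb of the TSS the number was 15.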

ATF4 binding to these targets was largely stimulated by leucine deprivation, an effect that was blunted by loss of GCN2 (Figs. 1, *C* and *D*, 2, *A* and *B*). 

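Of the 18 named targets with a peak in both WT lists, 17 had a higher score in WT -Leu than in WT +Leu. Larp1 was the exception. The strongest peak of each list was compared, which need not lie at the same site. For Gars it lay at 947 bp from the TSS in WT +Leu and at -6 bp in WT -Leu. Bhlha15 had 2 WT +Leu peaks with a score of 37, at -1700 and 2493 bp, against 2445 bp in WT -Leu. The median ratio of the scores was 2.56, from 0.813 for Larp1 to 12.0 for Sesn2. Scores of lists called separately depend on the depth of each library. By percentile rank within its own list, only 6 of the 18 were higher in WT -Leu. The other 12 were lower, among them Chac1, which stood at the 100th percentile in WT +Leu and could not rise. Several differed by small steps near the top of both lists, such as Yars (99.8 and 99.7) and Psat1 (99.7 and 99.6), so this count says little about a change in binding. In GCN2 KO cells, 15 of the 19 targets had a peak with leucine and 8 without it. All 8 were present in both GCN2 KO lists, and 1 of them, Yars, scored higher in -Leu (120) than in +Leu (115). Asns scored 184 in GCN2 KO +Leu and 41 in GCN2 KO -Leu, and Psat1 scored 161 and 66. Scores in WT -Leu exceeded those in GCN2 KO -Leu for 8 of 8 targets, and scores in WT +Leu exceeded those in GCN2 KO +Leu for 14 of 15. Eif4ebp1 was the remaining target, with 211 in GCN2 KO +Leu against 137 in WT +Leu. By percentile rank, Kdm6b, Arl14ep, Eif4ebp1 and Ppp1r15b were higher in GCN2 KO +Leu than in WT +Leu. Chac1 stood at 100 in both, and all other targets compared were higher in WT +Leu. Without leucine, Ppp1r15b alone ranked higher in GCN2 KO (98.7) than in WT (97.8).

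**Figure D2:**
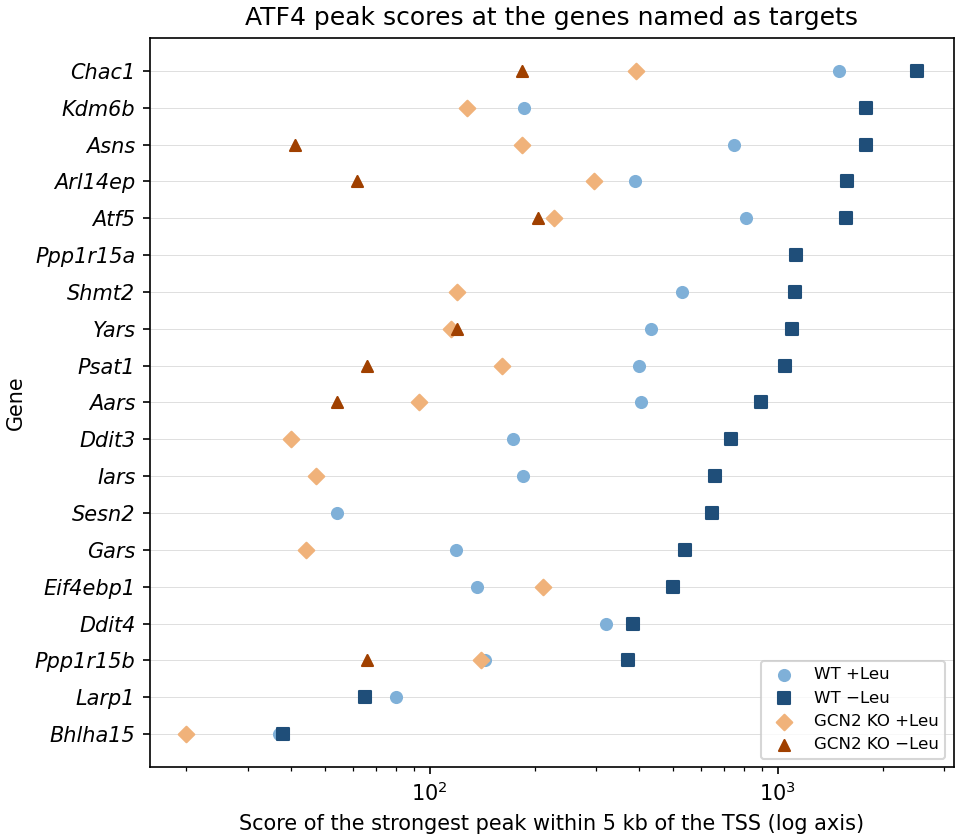
Score of the strongest ATF4 peak within 5 kb of the TSS (horizontal log axis) for each of the 19 named targets in the 4 lists, 1 library each; a missing point means that the list held no such peak. WT -Leu points lie to the right of the WT +Leu points for 17 genes and to the left for Larp1.

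Citing Figs. 1, C and D, and 2, A and B, the paper states that leucine deprivation largely stimulated ATF4 binding to its prebound targets. These are its genes of mTOR signaling, amino acid metabolism and the integrated stress response. It adds that loss of GCN2 blunted the effect. For Larp1 it reports no significant rise by ChIP-seq after 24 h. By ChIP-qPCR it does report more ATF4 at this promoter without leucine, both earlier and after 24 h.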

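Larp1 (Entrez Gene 73158) was a target gene in both WT lists and in neither GCN2 KO list. With leucine, 14 of 15 targets compared scored lower in GCN2 KO than in WT, so a missing peak does not show missing binding. In the paper's ChIP-qPCR, ATF4 signal in GCN2 KO MEFs also rose significantly without leucine, though by less than in WT. Its WT +Leu promoter peak scored 80, which ranked 122 of 4850 peaks, and its WT -Leu promoter peak scored 65, which ranked 930 of 6374. Further peaks assigned to Larp1 lay more than 5 kb from its TSS, at -20471 bp (score 36) and -43738 bp (score 29) in WT +Leu and at -53861 bp (score 36) in WT -Leu.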

Among the novel ATF4 targets identified, we noted *Larp1* (Fig. 1*F*), a recently identified downstream effector of mTORC1 and a central regulator of TOP mRNA translation.

**Figure 1:**
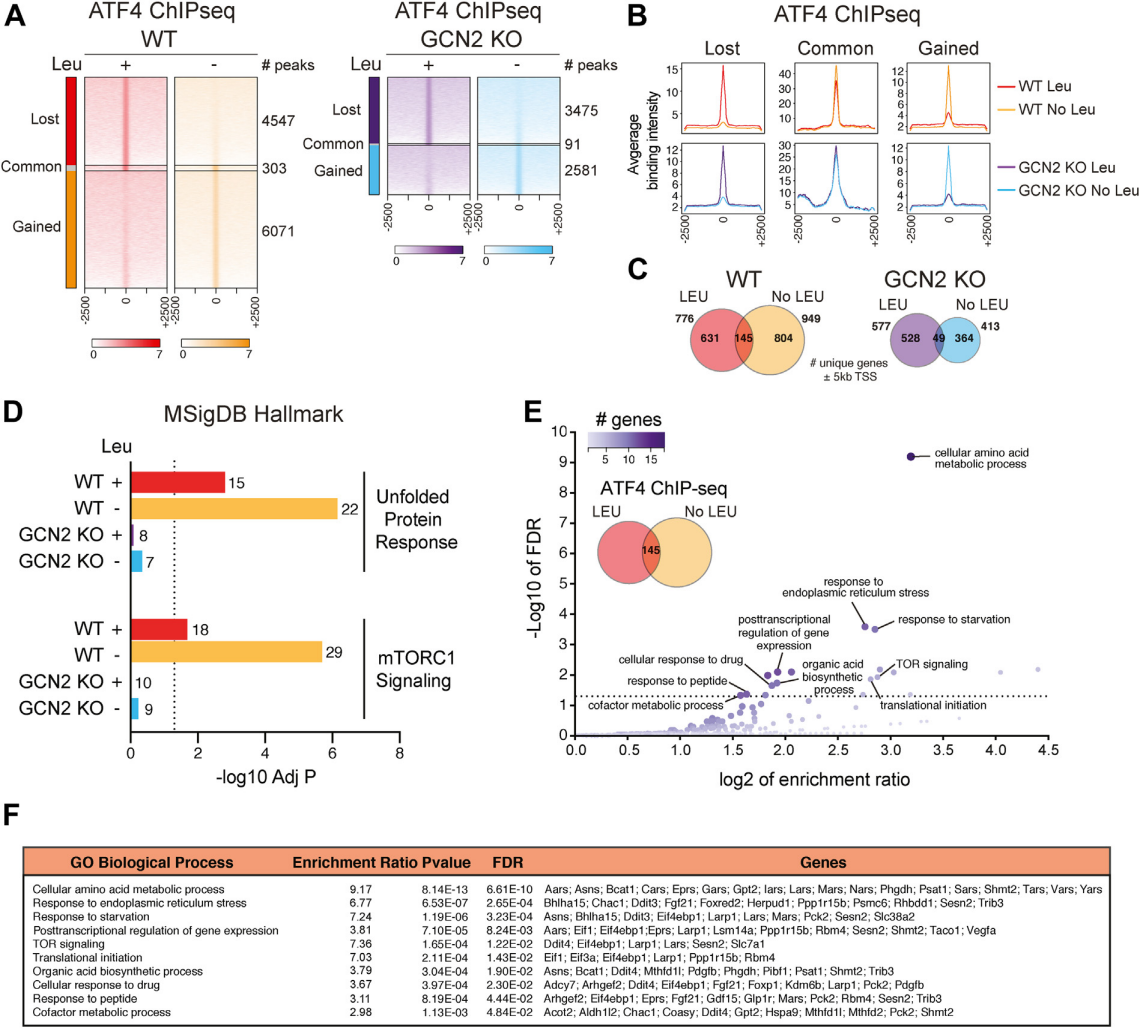
**ChIP-seq analysis of ATF4 in response to GCN2 activation.***A*, heatmaps of ATF4 ChIP-seq read densities in a window of ± 2.5kb from peak summits centered at 0 for WT and GCN2 KO MEFs exposed to control (+Leu) or leucine deficient (-Leu) medium for 24 h. Each row represents the ChIP-seq read density around a peak summit for each identified peak per condition. Read densities are proportional to color intensities across groups. ChIP-seq data represent a single sequencing experiment on a ChIP conducted using chromatin pooled from two independent experiments each performed with at least five replicates. In WT MEFs, leucine deprivation reprogrammed ATF4 binding and augmented the number of binding sites, an effect that is lost in GCN2 KO MEFs. *B*, average ATF4 ChIP-seq signal intensities from peaks identified in (*A*) normalized per reads for WT and GCN2 KO MEFs ± leucine (Leu) for 24 h. *C*, Venn diagrams illustrating the effect of leucine (Leu) deprivation on ATF4 ChIP-seq target gene identification in WT and GCN2 KO MEFs. The analysis was restricted to genes harboring peaks identified within ±5 kb of gene TSSs. *D*, enriched (adjusted *p*-value < 0.05) MSigDB Hallmark gene signatures in ATF4 ChIP-seq target gene sets with binding peaks found within ±5 kb of gene TSSs. *E* and *F* functional enrichment analysis of an ATF4-targeted 145-gene set with binding peaks present within ±5 kb of gene TSSs in WT MEFs ± leucine. Using a redundancy reduction of significant terms, the top 10 significantly enriched (Benjamin-Hochberg (BH)-corrected FDR < 0.05) GO biological processes determined by WebGestalt are shown with the associated genes. Node size and color are proportional to the number of genes found in a biological category. An enrichment ratio >1 denotes that the number of overlapping genes with a functional term is greater than by chance with a random set of genes. ChIP, chromatin-immunoprecipitation; FDR, false discovery rate; GO, Gene Ontology; MEF, mouse embryonic fibroblast; TSS, transcription start site.

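Counting each gene once, 776 genes had a WT +Leu peak within 5 kb of a TSS and 1111 had a WT -Leu peak, with 157 genes in both. In GCN2 KO cells the numbers were 577 and 413, with 49 in both. Of the 157 genes shared in WT, 104 had peaks of both lists 300 bp or less apart and 53 had them only at different sites. Of the 49 shared in GCN2 KO, 29 had peaks at a common site. In 10000 pairs of random gene lists of the same sizes, drawn from the 8863 genes named as nearest to a peak of any list, the number of shared genes had a median of 97 for WT (95% of draws between 80 and 115, maximum 129) and 27 for GCN2 KO (18 to 37, maximum 50). The distance limit moved these counts most. Within 1 kb of a TSS, 247 WT +Leu and 423 WT -Leu target genes shared 67 genes.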

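All 55 genes that Fig. 1F names under the enriched processes had a peak within 5 kb of the TSS in both WT lists. The paper took them from genes bound in both conditions, so their presence there is fixed by that choice. With GCN2 knocked out, 29 of the 55 had a peak with leucine and 11 without it. Of the 18 genes of the cellular amino acid metabolic process, 11 and 5 had one. For response to starvation, 8 and 1 of the 10 genes did, and for TOR signaling 3 and 0 of the 6 genes. Genes chosen for peaks in WT can be fewer in any other list, and the GCN2 KO lists are shorter. These counts alone thus do not show an effect of GCN2.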

**Figure 2:**
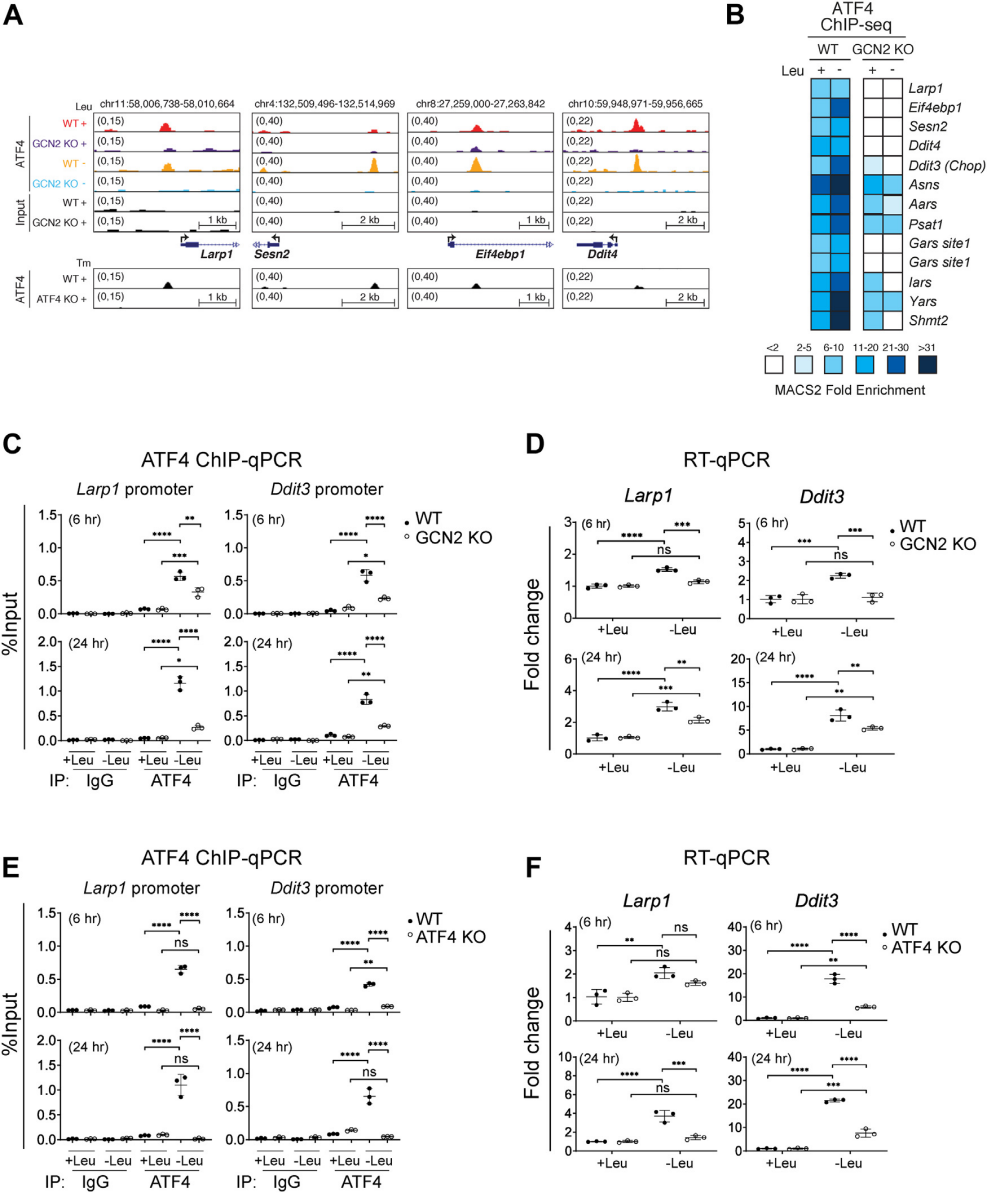
**GCN2-dependent regulation of the LARP1 *via* ATF4.***A*, UCSC Genome browser views for ATF4 ChIP-seq binding events in WT and GCN2 KO MEFs that have been exposed to control (+Leu) or leucine-deficient (-Leu) medium for 24 h for a subset of genes associated with mTOR signaling. ATF4 ChIP-seq binding profiles in WT and ATF4 KO MEFs treated with tunicamycin (Tm) (GSE35681) (41) are also shown below each panel validating the specificity of the ATF4 targets found. ChIP-seq data represent a single sequencing experiment on a ChIP conducted using chromatin pooled from two independent experiments, each performed with at least five replicates. *B*, a heatmap shows MACS2 fold enrichment for a selected ATF4 ChIP-seq target genes associated with mTOR signaling, the integrated stress response and amino acid metabolism with binding peaks found within ±5 kb of gene TSSs. ChIP-seq data represent a single sequencing experiment on a ChIP conducted using chromatin pooled from two independent experiments each performed with at least five replicates. *C* and *E*, ATF4 ChIP-qPCR analysis of *Larp1* and *Ddit3* promoters in WT and GCN2 KO MEFs (*C*) or WT and ATF4 KO MEFs (*E*) exposed to control (+Leu) or leucine-deficient (-Leu) medium for 6 h and 24 h. *D* and *F*, RT-qPCR analysis of *Larp1* and *Ddit3* in WT and GCN2 KO MEFs (*D*) or WT and ATF4 KO MEFs (*F*) exposed to control (+Leu) or leucine-deficient (-Leu) medium for 6 h and 24 h. Data in (*C*–*F*) are presented as means ± SD (n = 3). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001; Two-way ANOVA followed by Bonferroni post hoc test. ChIP, chromatin-immunoprecipitation; MEF, mouse embryonic fibroblast.

### ATF4 induces *Larp1* expression in response to amino acid deprivation

Similar to other genes related to mTOR signaling (*e.g.*, *Ddit4/REDD1*, *Eif4ebp1*, and *Sesn2*), *Larp1* promoter was prebound by ATF4 under basal conditions in WT cells, which overlapped with ATF4-binding locations previously identified in response to tunicamycin (Tm) treatment (41) (Figs. 2*A* and S1*D*). However, we did not observe a significant increase in ATF4 recruitment to the *Larp1* promoter after a 24 h leucine deprivation in ChIP-seq analysis (Fig. 2, *A* and *B*). 

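In the mm10 annotation Larp1 occupies chromosome 11 from 58009064 to 58062034 on the plus strand. The WT +Leu peak spanned 58008523 to 58008823, centered at -391 bp from the TSS, and the WT -Leu peak spanned 58008572 to 58008872, centered at -342 bp. The lists annotate both as promoter. Their centers were 49 bp apart, so they count as common. One TGATGCAA motif lies in both windows, on the minus strand from 58008753 to 58008760, starting at -311 bp from the TSS. It is 84 bp from the center of the WT +Leu peak and 35 bp from that of the WT -Leu peak. The reference sequence from 58008653 to 58008780, written on the plus strand, is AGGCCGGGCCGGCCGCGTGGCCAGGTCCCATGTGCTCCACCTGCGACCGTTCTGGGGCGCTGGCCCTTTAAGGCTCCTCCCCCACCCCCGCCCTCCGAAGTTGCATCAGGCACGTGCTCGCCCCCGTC. The 2 peak windows had a GC content of 67.4% and 70.4%, and 13.6% and 15.3% of their bases were masked as repeats.

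**Figure D3:**
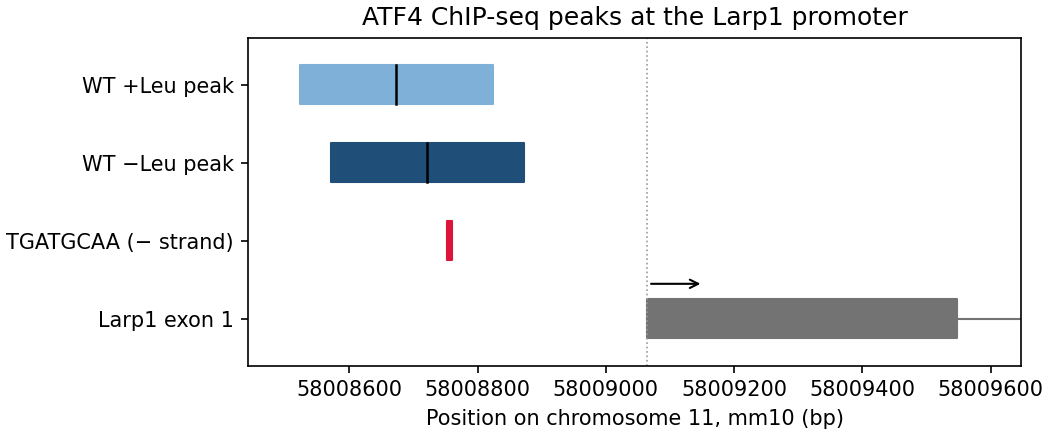
Map of the Larp1 promoter on chromosome 11 (horizontal axis, mm10 position in bp) with the ATF4 peak windows of WT +Leu and WT -Leu cells, their centers (black lines), the TGATGCAA motif and exon 1; the dotted line and arrow mark the TSS at 58009064 and the direction of transcription. Both windows end upstream of the TSS and contain the motif.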

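The score of the Larp1 promoter peak in WT -Leu was 0.813 times that in WT +Leu, a value without an error because each condition had 1 library. By rank within its own list it stood at the 97.5th percentile with leucine and at the 85.3rd without it, a ratio of 0.875. Among the other mTOR-related targets, the same comparison gave 320 and 384 for Ddit4, 137 and 500 for Eif4ebp1, and 54 and 646 for Sesn2. By percentile rank Ddit4 also went down, from 99.7 to 97.9, as did Eif4ebp1, from 98.9 to 98.6, while Sesn2 went up from 93.6 to 99.1. Ddit4 and Eif4ebp1 rose in score, so a fall in rank does not show weaker binding.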

Interestingly, ChIP-quantitative PCR (qPCR) analysis of *Larp1* indicates that the ATF4 binding to LARP1 promoter is induced as early as 6 h post leucine deprivation in WT MEFs, an effect that was largely blunted in GCN2 KO MEFs (Fig. 2*C*). Concurrently, LARP1 mRNAs were induced 6 h after leucine deprivation (Fig. 2*D*). Importantly, Western blot (WB) analysis confirmed higher LARP1 expression in WT compared to GCN2 KO MEFs at baseline and following L-leucine deprivation (Fig. S2*A*). To directly assess the central role of ATF4 in regulation of *Larp1*, WT and ATF4 KO MEFs were starved in leucine-free medium for 6 to 24 h (Fig. 2, *E* and *F*). We observed 6 h and 24 h leucine deprivation markedly increased ATF4 binding to the *Larp1* promoter, effects that were abolished in ATF4 KO MEFs (Fig. 2*E*). Reverse transcription (RT)-qPCR also showed marked increase in expression of *Larp1*, 6 h and 24 h after leucine deprivation (Fig. 2*F*).

### GCN2 inhibits TOP mRNA translation in response to amino acid deprivation

Global analysis of translation targets of LARP1 demonstrated that LARP1 is a central inhibitor of TOP mRNA translation (42). Thus, GCN2-dependent regulation of *Larp1* predicts that activation of GCN2 in response to amino acid deprivation selectively suppresses TOP mRNA translation. Indeed, analyzing our ribosome profiling data in WT and GCN2-deficient HEK293T cells (43) demonstrates that lack of GCN2 selectively derepressed translation of most TOP mRNAs in response to both arginine and leucine deprivation (Fig. 3, *A* and *B*). GCN2-dependent translation inhibitions were not uniform across all TOP mRNAs, but instead, displayed an amino acid–specific sensitivity gradient (Fig. S2*B*). Consistent with MEFs, we observed GCN2-ATF4–dependent transcriptional regulation of LARP1 in HEK293T cells (Fig. 3*C*).

**Figure 3:**
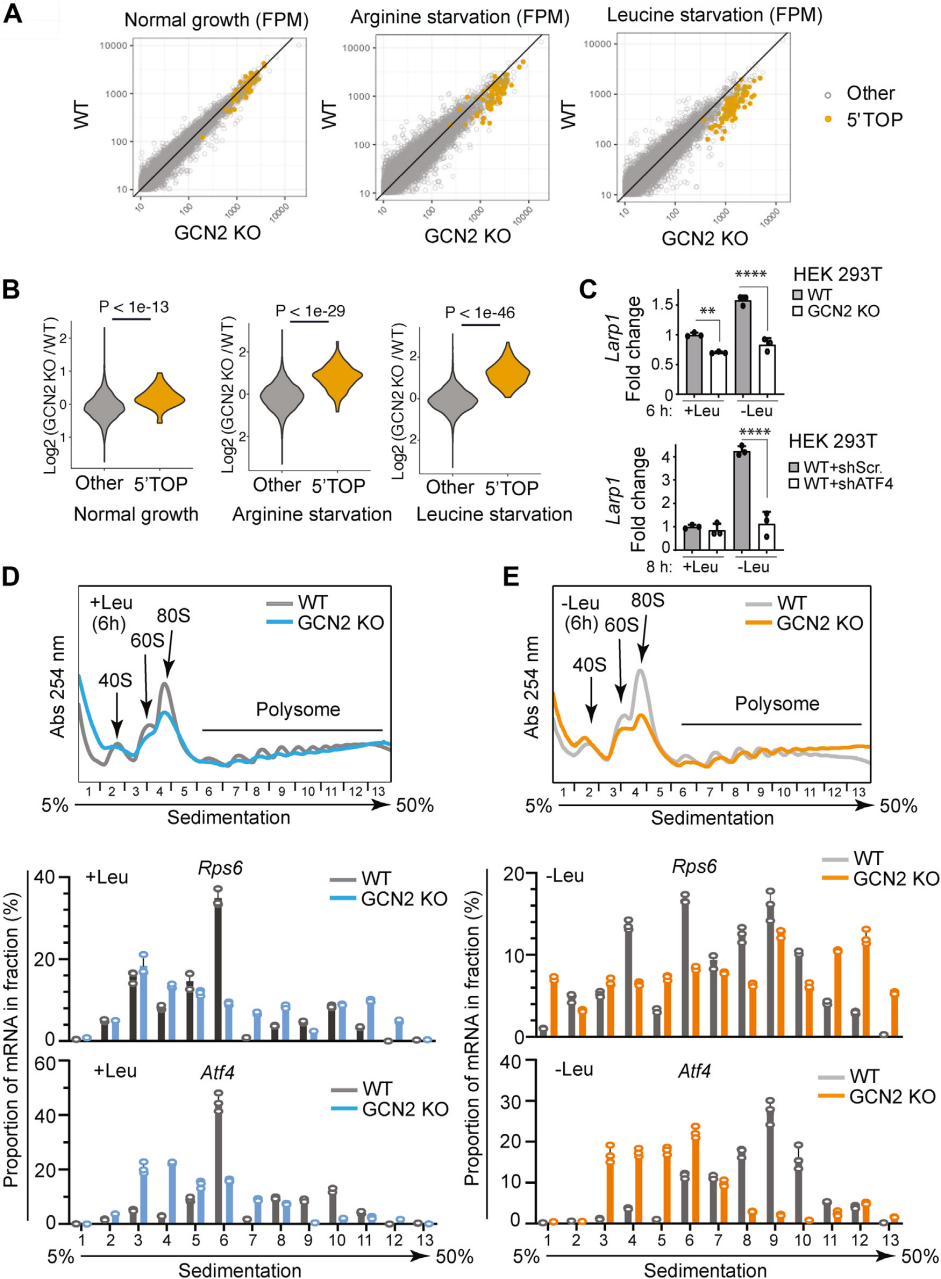
**GCN2 suppresses TOP mRNA translation.***A*, analysis of ribosome profilings performed in a previous study (Darnell 2018) on WT and GCN2 KO HEK293T cells after 6 h of arginine or leucine starvation or nutrient replete conditions (n = 1). Scatter plots of footprints per million (FPM) for each transcript are plotted for WT and GCN2 KO cells ± arginine or leucine starvation. *Yellow* points indicate 5′TOP mRNAs (the list of 5′TOP mRNAs obtained from Table S2 of Yamashita *et al*. 2008) (66). *B*, violin plots of Log2 (GCN2 KO/WT) values for all transcripts in each nutrient condition described in (*A*). A two-sided Wilcoxon signed-rank test was performed to assess whether the Log2 (GCN2 KO/WT) values of 5′TOP mRNAs increased significantly compared to non-5′TOP mRNAs. Resulting *p*-values are shown for each condition. *C*, RT-qPCR analysis of *LARP1* expression in WT and GCN2 KO HEK 293T cells or in HEK293T cells exposed to scrambled shRNA (Scr.) or shRNA against *ATF4* (shATF4) in the presence or absence of leucine (Leu). Data are presented as means ± SD (n = 3). ∗ *p* < 0.05, ∗∗ *p* < 0.01, and ∗∗∗ *p* < 0.001; Two-way ANOVA followed by Bonferroni post hoc test. *D*, absorption profiles of ribosomes and RT-qPCR analysis of WT and GCN2 KO HEK 293T cells cultured in control medium (+Leu) for 6 h. 40S and 60S denote the corresponding ribosomal subunits and 80S refers to monosomes. *E*, absorption profiles of ribosomes and RT-qPCR analysis of WT and GCN2 KO HEK293T cells cultured in the absence of leucine (-Leu) for 6 h. 40S and 60S denote the corresponding ribosomal subunits and 80S refers to monosomes. RT-qPCR, reverse transcription quantitative PCR; TOP, terminal oligopyrimidine.

To directly examine whether GCN2 suppresses translation of TOP mRNAs, we performed a polysome profiling of WT and GCN2 KO HEK293T cells cultured in the presence or absence of leucine for 6 h. The absorbance profiles of the gradient fractions demonstrated an elevation in global translation in GCN2 KO cells compared to WT cells, both in presence and absence of leucine as indicated by higher 80S peak in WT cells (Fig. 3, *D* and *E*). These results were further verified by puromycin incorporation assay (Fig. S3, *A* and *B*). RT-qPCR analysis of mRNAs encoding the ribosomal proteins RPS6 and RPS20 (representative of TOP mRNAs in our analysis) showed their preferential association with heavier polysomes in the GCN2 KO HEK293T cells in comparison to WT cells (Figs. 3, *D* and *E* and S3*C*). Consistent with GCN2-dependent translational upregulation of ATF4, amino acid deprivation opposite to its effect on TOP mRNAs, shifted *Atf4* mRNAs toward heavy polysome more prominently in WT cells compared to GCN2 KO cells (Fig. 3, *D* and *E*). We next examined the effect of LARP1 knockdown (KD) on polysome distribution of TOP mRNAs (Fig. S3, *D*–*F*). Consistent with our model, LARP1 depletion profoundly alleviated the inhibition of TOP mRNAs in WT cells as judged by increased association of RPS6 and RPS20 with heavier polysomes (H) in LARP1 KO cells (WT-shLARP1) in comparison to control cells (WT-shScr.) (Fig. S3*E*). KD of LARP1 in GCN2 KO cells also further promoted the association of RPS6 to heavy (H) and RPS20 to light (L) polysome, indicating the functional significance of remaining LARP1 (Fig. S3*F*). Altogether, these results suggest that GCN2 controls the translation of TOP mRNAs through regulation of *LARP1* expression.

### GCN1 participates in a complex with LARP1 at stalled ribosomes

Recent studies have shown ribosome collision during translation triggers the GCN2 pathway (44). Based on this model, in response to general cellular stress such as amino acid deprivation, elongating ribosomes stall, leading to collision of leading and trailing ribosomes. The resulting disomes are recognized by GCN1, which in complex with GCN2 and GCN20 activates the ISR pathway (31, 32, 45, 46). Some evidence suggests that LARP1 may play a role in resolving ribosome stalling during elongation of TOP mRNAs (19). Since LARP1 has been identified to colocalize with GCN1 (44, 47), we wondered whether GCN1 in response to ribosome stalling recruits LARP1 to block ribosome loading on TOP mRNAs. To test this hypothesis, we generated 3xFlag GCN1 knock-in HEK293T cells and performed immunoprecipitation (IP)–mass spectrometry (MS) to identify potential interaction between LARP1 and GCN1 under steady state (Fig. 4*A*). Indeed, LARP1 was among the most enriched prey proteins identified in our analysis. We directly validated the interaction of LARP1 and GCN1 by immunoblot analysis following 3xFlag GCN1 IP (using M2-agarose beads) (Fig. 4*B*). Removal of RNase A from the cell lysis buffer enhanced the signal intensity, indicating that the interaction between GCN1 and LARP1 is stabilized by RNA (Fig. 4*B*). Among 66 preys in the GCN1 purification (SAINT score of ≥0.9), several proteins have been previously identified to colocalize with GCN1 and LARP1 in BioID analysis (47) and have been implicated in activation of GCN2 in response to ribosome collision (44). In addition, some preys play a critical role in regulation of ribosome stalling (*e.g.*, USP9X (48) and GYGYF2 (49)). To assess the colocalization of LARP1 and GCN1 at stalled ribosomes, we pretreated HEK293T cells with ISRIB (to block inhibition of translation initiation) and exposed the cells to amino acid–deprived media for 1 h (44). As previously reported (44), RNase-resistant disomes appeared at a low RNase A concentration (0.5 mg/L), which promoted comigration of GCN1 and LARP1 toward disomes (Fig. 4, *C* and *D*). However, ribosome pausing secondary to amino acid deprivation is modest in comparison to that seen in response to treatment with translation elongation inhibitors such as anisomycin (ANS). Next, we treated 3xFlag GCN1 knock-in HEK293T cells with ANS at a concentration known to induce ribosome stalling (44) (Fig. S4*A*). Consistent with LARP1 recruitment to collided ribosomes, ANS treatment promotes comigration of GCN1 and LARP1 toward heavy polysome and the interaction between GCN1 and LARP1 (Fig. S4, *B*–*D*). Importantly, GCN1 KD dampened LARP1 migration to heavy polysome (Fig. 4, *E*–*G*). Therefore, we concluded that there are at least two mechanisms that GCN2 uses to inhibit TOP mRNA translation. In response to amino acid deprivation, GCN2 induces ATF4-dependent transcription of *Larp1*, and in response to ribosome collision (which may also be caused by amino acid deprivation), GCN1 recruits LARP1 to reduce loading of ribosomes on TOP mRNAs (Fig. 4*H*).

**Figure 4:**
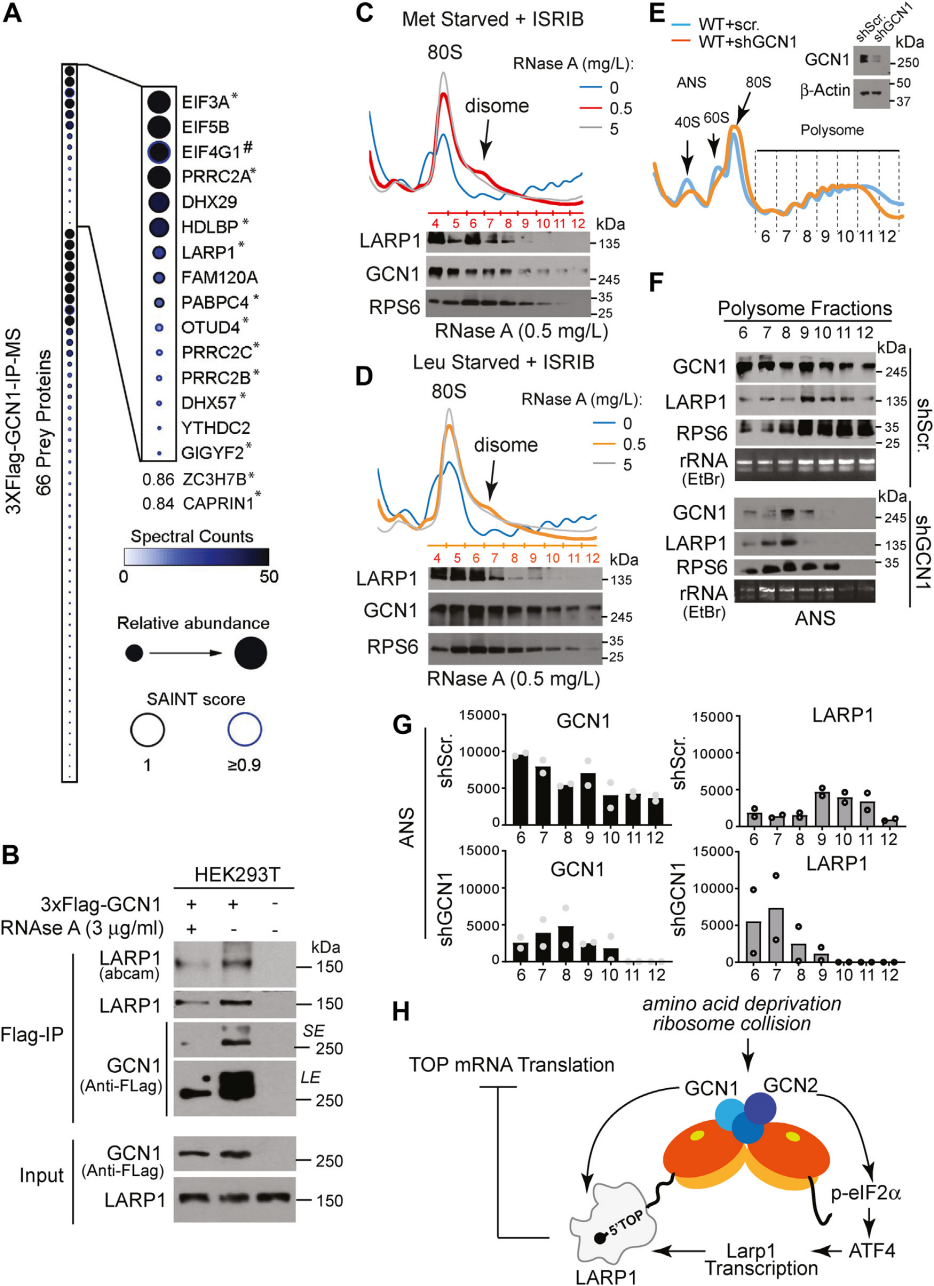
**GCN1 participates in a complex with LARP1atstalled ribosomes.***A*, mass spectrometric analysis of immunoprecipitates prepared from HEK293T cells endogenously expressing 3xFlag-tagged GCN1 (n = 1) identified LARP1 along with core components of PB (P-body) or SG (stress granule) proteomes (Youn *et al* 2009) (see Table S2 for complete list of the identified proteins).∗ Common preys from ZAKa, GCN1, and GCN20 Bio-ID identified in44. # EIF4G1 is exclusive to SGs. *B*, immunoblots of immunoprecipitates prepared from HEK293T cells endogenously expressing 3xFlag-tagged GCN1 in the presence or absence of RNAse A. SE; Short exposure, LE; Long exposure. *C* and *D*, amino acid starvation induces ribosome collisions and comigration of LARP1 and GCN1 toward disomes. RNase-digested polysome profiles from HEK293T cells starved for methionine (Met) (*C*) or leucine (Leu) (*D*) with ISRIB pretreatment. Immunoblot analysis of fractions of samples treated with 0.5 mg/L of RNase A has been presented below profiles. *E* and *F*, polysome profile (*E*) and immunoblot analysis (*F*) of WT HEK293T cells in the presence of scrambled shRNA (shScr.) or shRNA against GCN1 (shGCN1). The shScr. and shGCN1 cells were exposed to anisomycin (ANS) at 1 μg/ml for 15 min and cytosol was fractionated with sucrose density gradients. Precipitated protein from the polysome fractions (fractions 6–12) were examined by Western blotting (WB). *G*, quantification of WB described in (*C*) in two independent experiments (n = 2). *H*, a proposed model illustrating GCN2-dependent regulation of TOP mRNAs *via* LARP1. TOP, terminal oligopyrimidine.

## Discussion

Our study reveals a novel link between the amino acid sensor GCN2 and the regulation of TOP mRNA translation through modulation of LARP1 mRNA, protein levels, and association with stalled ribosomes. Previous studies have demonstrated that lack of GCN2 promotes translation of specific TOP mRNAs through a yet unidentified mechanism (50). While Damgaard *et al.* proposed that GCN2 regulates translation of TOP mRNAs *via* SG-associated TIA-1 and TIAR proteins (11), other studies proposed alternative mechanisms such as a GCN2-eIF2α-dependent (51), GCN2-dependent eIF2α-independent (52), or indirectly through regulation of the mTORC1 pathway (34, 53). Our work demonstrates that there are at least two independent mechanisms that GCN2 uses to inhibit TOP mRNA translation *via* LARP1: (1) induction of ATF4-dependent transcription of LARP1 and (2) recruitment of LARP1 to stalled ribosomes through interaction with GCN1. Regulation of LARP1 by the GCN2 pathway complements the control of LARP1 activity by the mTORC1 pathway. The GCN2-ATF4-LARP1 axis likely represents a more sustained response to nutrient deprivation than the rapid but transient mTORC1 phosphorylation-mediated regulation of LARP1. This is reminiscent of coregulation of another cap-dependent translational repressor 4E-BP1 by mTORC1 and the ISR pathway, where transcriptional regulation of *eIF4E-BP1* (encoding 4E-BP1) by ATF4 complements phosphorylation-mediated regulation of 4E-BP1 by mTORC1 (54).

The present study reveals that GCN1 participates in a complex with LARP1 that strengthened by RNA and that this interaction is enhanced in response to ribosome pausing. Informed by a recent structure of the GCN1-disome (32), we built a model in which in response to amino acid deprivation and/or ribosome collision, GCN2 suppresses TOP mRNA translation through transcriptional control of LARP1 and recruitment of LARP1 protein to the site of ribosome collision (Fig. 4*H*). This model is consistent with other studies that demonstrated the recruitment of translation initiation repressors GIGYF2/4EHP by ZNF598 or EDF1 (direct sensors of ribosome collisions) to the collided ribosomes. A recent report shows that activation of Hel2/ZNF598 by ribosome stalling is independent of GCN2 activation and that these two pathways display different specificity and thresholds for ribosome collisions (55). These data suggest a model in which ribosome collisions trigger the recruitment of independent protein complexes carrying distinct translation initiation repressors such as ZNF598/GIGYF2/4EHP, GCN2/GCN1/LARP1, and recently identified EDF1/GIGYF2/4EHP (49, 56). This would enable the cells to suppress translation of distinct subsets of mRNAs independent of each other. Future studies are required to uncover the importance of each protein complex and to delineate how cells coordinate multiple pathways to respond to different translational stressors.

It is important to emphasize that our data did not rule out other possible mechanisms for GCN2-dependent TOP mRNA translational suppression. These include inhibition of mTORC1 (ATF4-dependent and ATF4-independent) or induction of SGs and P-bodies. It is conceivable that cells use different mechanisms to spatiotemporally regulate the expression of TOP mRNAs.

## Experimental procedures

### CRISPR strategy for 3xFlag tag insertion in frame with GCN1

Alt-R CRISPR-Cas9 system (IDT) was used for endogenously tagging GCN1 in HEK293T cells. N-terminal fusion of 3xFlag tag to one allele of Gcn1 was achieved by delivering Alt-RS.p. Cas9 nuclease protein and Alt-R CRISPR-Cas9 guide RNA (crRNA:tracrRNA duplex) in a ribonucleoprotein (RNP) complex with a single strand DNA HDR donor template (ssODN) according to manufacturer’s instruction. Briefly, RNP assembly was performed by mixing equimolar crRNA and tracrRNA in nuclease-free duplex buffer to a final concentration of 1 μM. The mix was heated at 95 °C for 5 min. Then, 1.5 μl of guide RNA oligos (1 μM) were combined with 1.5 μl diluted Cas9 enzyme (1 μM) and 22 μl of Opti-MEM media and incubated 5 min at room temperature (RT) to produce the RNP complexes. Next, 1 to 3 μM ssODN were added to the RNP complex. Finally, 25 μl of RNP complex mixed with 1.2 μl of Lipofectamine 2000 and 23.8 μl Opti-MEM and incubated for 20 min at RT before transfection of 4000 HEK293T cells. Forty-eight hours post-transfection, single cell dilution of the cells were seeded in 96-well plates to obtain clonal population.

#### HDR donor template (ssODN)

5′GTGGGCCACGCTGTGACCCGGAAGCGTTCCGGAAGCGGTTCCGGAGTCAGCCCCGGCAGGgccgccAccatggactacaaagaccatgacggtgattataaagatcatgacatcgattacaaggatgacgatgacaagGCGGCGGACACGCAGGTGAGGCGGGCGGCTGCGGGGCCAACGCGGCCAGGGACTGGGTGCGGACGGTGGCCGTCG-3′

#### Guide RNA targeting sequence

5′-CGGAGTCAGCCCCGGCAGGA-3′.

### Polysome profiling

#### Cell culture

The polysome profiling protocol employed is previously described (57). Briefly, HEK293T cells were seeded into four 15 cm^2^ culture dishes per condition and maintained in Dulbecco's modified Eagle's medium (DMEM), 10% fetal bovine serum (FBS), penicillin (50 μg/ml), and streptomycin (50 μg/ml) in a 37 °C incubator until they reached 80% confluency on the day of the experiment. DMEM without leucine (226–024; Crystalgen) or control DMEM (226–033; Crystalgen) were combined with 10% dialyzed FBS (A3382001; Gibco) for amino acid deprivation experiments.

#### Lysate preparation and fractionation of polysome

A volume of 200 μl of 10 mg/ml of cycloheximide (CHX) was added to each 15 cm^2^ culture dish and incubated for 5 min in a 37 °C incubator. Then, the cells were gently washed twice with 10 ml ice-cold 1x PBS containing 100 μg/ml CHX. Next, cells were quickly scraped and collected in 5 ml ice-cold 1x PBS (containing CHX) solution and centrifuged at 200*g* for 5 min at 4 °C (Legend XTR Centrifuge, Thermo Scientific). The supernatants were discarded, and the pellets were resuspended in 425 μl of hypotonic buffer (5 mM Tris–HCl [pH 7.5], 1.5 mM KCl, 2.5 mM MgCl2, 1x protease inhibitor solution), 5 μl of 10 mg/ml CHX, 100 units of RNase inhibitor, and 1 μl of 1M DTT. Then, the tubes were vortexed (Vortex -Genie 2, Scientific Industries) for 5 s, and the following reagents were added to the buffer: 25 μl of 10% Triton X-100 (0.5% as the final concentration) and 25 μl of sodium deoxycholate (0.5% as the final concentration) and then vortexed for 5 s. The tubes were then centrifuged at 16,000*g* for 7 min at 4 °C (Eppendorf Centrifuge 5424 R). Next, the supernatants were transferred to 1.5 ml prechilled microtubes. The absorbance was measured at 260 nm (BioDrop) for each sample. About 10% of each lysate was kept at −80 °C to further determine total mRNA. Then, 500 μl of the supernatants were added on the top of sucrose gradient tubes (prepared by Gradient Master, Model 108, BioComp). We established 400 μg as the ideal amount of lysate for our polysome machine to obtain polysome fractions. Samples were centrifuged through the sucrose gradients by ultracentrifugation at 222,228×*g* (36,000 rpm) for 2 h at 4 °C using a SW40Ti rotor (Beckman Coulter, Optima L-90k Ultracentrifuge). Polysome fractionation was performed by the Brandel Gradient Fractionation System (BR-188 Density Gradient Fractionation System). We used the PeakChart data acquisition software (Brandel) for monitoring the polysomes and data acquisition. Trizol (1 ml) was added to each fraction and fractions were frozen immediately in liquid nitrogen and stored in a −80 °C freezer for future RNA extraction.

For ribosome pausing and comigration experiments, cells were treated with ANS (Sigma–Aldrich, A9789) at 1 μg/ml for 15 min in the absence of CHX at 37 °C. Following fractionation, 10% trichloroacetic acid (Fisher bioreagents, catalog no.: #BP555-500) was used to precipitate the proteins from 300 μl of each fraction. After 2 h incubation at 4 °C, the precipitated proteins were centrifuged at 15,000 rpm for 15 min at 4 °C. The pellets were air dried for 15 min and resuspended in 40 μl of 2X SDS-PAGE Laemmli sample buffer (Bio-Rad, catalog no.: # 1610737) and loaded on 8% gels. For amino acid starvation, cells were pretreated with 1 μM ISRIB for 30 min, then washed with PBS two times, and cultured in the amino acid deficient media (DMEM without leucine [226-024; Crystalgen] or methionine [226-025; Crystalgen] combined with 10% dialyzed FBS [A3382001; Gibco]) with 1 μM ISRIB for 1 h. Lysates containing 400 μg of total RNA were treated with RNase A at 0, 0.5, and 5 mg/l for 15 min at RT followed by addition of 200 U of SUPERaseIn. Digested lysates were subjected to centrifugation through 10% to 35% sucrose gradients.

### RT-qPCR

RevertAid RT Reverse Transcription Kit (Thermo Fisher Scientific, catalog no.: #K1691) was used for generation of complementary DNA. iTaq Universal SYBR Green Supermix (Bio-Rad; catalog no.: #1725121) were used for qPCR. The relative expression of genes was normalized to the expression of house-keeping genes including *Gapdh*, *β-Actin*, or 18S rRNA. All (n)s are considered technical replicates unless indicated otherwise.

Primers used for mouse and human RT-qPCR are summarized in Table S1.

### ChIP-qPCR

WT and ATF4 KO MEFs or WT (DR-WT) and GCN2 KO (GCN2-KO-DR) MEFs (ATCC) (∼1X10^7^) were grown to 90% confluence and crosslinked with 1% formaldehyde (methanol-free) at RT for 10 min with gentle agitation. Crosslinking was quenched by the addition of quenching buffer (1M glycine buffer, 125 mM as a final concentration) and incubated at RT for 5 min with gentle agitation. Crosslinked cells were resuspended with lysis buffer, and their nuclei were pelleted and lysed with shearing buffer. All buffers were provided from the truChIP Chromatin shearing kit (520154, Covaris). Chromatin was sonicated with a ultrasonicator to produce fragments from 150 to 1000 bp with enriched fragments between 200 and 500 bp. Fragmented chromatin from approximately 1X10^7^ cell equivalents was incubated overnight at 4 °C with antibody coupled to protein A beads with salmon sperm DNA (16-157, Milipore). Chromatin equivalent to 10% volume used for ChIP was used for input control. Immunoprecipitated complexes were washed sequentially with a low salt wash buffer X 2 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.0, 150 mM NaCl), high salt wash buffer X 2 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.0, 500 mM NaCl), LiCl wash buffer X 1 (10 mM Tris–HCl pH 8.0, 0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA), and finally with TE buffer X 2 (pH 8.0). Bead-bound DNA was eluted by addition of 100 μl of elution buffer (1% SDS, 100 mM NaHCO_3_) to the complexes and vortexed slowly for 30 min at RT. Samples were centrifuged for 3 min at 1000*g* and the supernatants were transferred to new tubes. To the tubes, 2 μl of RNase A (10 mg/ml) and 2 μl of proteinase K (20 mg/ml) were added and the tubes were incubated at 65 °C overnight. The next day, the DNA was purified using a commercial kit (D5201, Zymo research, ChIP DNA clean and concentrator). ChIP fold enrichments were normalized to the binding to two nonbound control regions. All (n)s are considered technical replicates unless indicated otherwise.

Primers used for ChIP-qPCR are found in Table S1.

### ChIP-seq

ATF4 ChIP-seq experiments were performed on primary WT and GCN2 KO MEFs ± leucine deprivation for 24 h. For each ChIP, 5 μg of anti-ATF4 (sc-200, Santa-Cruz) was immobilized overnight at 4 °C on 50 μl protein G Dynabeads (catalog no.: #10004D, ThermoFisher) diluted in 500 μl of PBS + 0.5% bovine serum albumin (BSA). The next day, the antibody-conjugated beads were washed twice with PBS + 0.5 % BSA. Sonicated chromatin (75 μg) was diluted in 2.5X ChIP dilution buffer (Tris 20 mM, ph 8, NaCl 100 nM, EDTA 2 mM, pH 8, Triton-X-100 0.5%) + 100 μl of PBS + 0.5% BSA and added to the antibody-bound beads and left to rotate O/N at 4 °C. Then, the beads were washed 3X with 1 ml LiCl wash buffer (Tris 100 nm, LiCl 500 nM, Na-deoxycholate 1%, NP-40 1%), transferred to new tubes, then washed 2X more with LiCl wash buffer followed by a quick wash with TE buffer. DNA was eluted with 300 μl decrosslinking buffer (NaHCO_3_ 0.1 M, SDS 1%) overnight at 65 °C. RNase A (0.2ug/ul final) was added to the samples and left at 37 °C for 1 h following by addition of proteinase K (0.2 μg/μl final) and incubation at 55 °C for 30 min. ChIP DNA was purified using a QIAquick PCR purification kit (Qiagen). Chromatin from two independent experiments each performed with at least five replicates was pooled together prior to library preparation and sequencing.

DNA libraries and sequencing were performed at the Génome Québec Innovation Centre. DNA library preparation was performed using the TruSeq DNA sample preparation kit according to Illumina recommendations. The ChIP DNA libraries were sequenced as single 50 bp reads (tags) using an Ilumina Hiseq 2500 sequencer (Illumina). Raw reads were trimmed for length (n ≥ 50), quality (phred score ≥ 30), and adapter sequence using fastx v0.0.13.2. Trimmed reads were then aligned to the mouse reference genome mm10 using BWA v0.7.12 (58). Peaks were called using MACS v2.1.0 software and default parameters (mfold = [5,50]; false discovery rate [FDR] cutoff = 0.05, --nomodel) using sequenced libraries of either WT or GCN2 KO input DNA as control (59). The regions defined by the peak summit ±150 bp were used for downstream analysis. Peak annotations, tag directory, bed files, and *de novo* motif discovery were performed using HOMER v4.7 (60). For peak intersections, peak list intersections were done using the R package GenomicRanges v1.26.4 (61). Binding peaks were considered overlapping if their peak summits were found within 300 bp or less apart. Binding intensity heatmaps and tag density plots were generated using the R package Genomation v1.9.3 (62) with an estimated fragment length of 200 bp.

### Antibodies

Antibodies used were ATF4 (sc-200) (for ChIP-seq), ATF-4 antibody (D4B8) from Cell Signaling (For ChIP-qPCR), ATF4/CREB-2 (sc-390063, Santa Cruz) (for WB analysis presented in Fig. S3*D*), ATF5 (Santa Cruz, sc-377168), LARP1 (sc-515873, Santa Cruz or ab86359, Abcam), p-eIF2α (ab32157, Abcam), Actin (ab179467, Abcam), GCN1 (ab8613, Abcam), GCN2 (3302S, Cell Signaling), anti-FLAG (F3165, Sigma), antimouse IgG, horeseradish peroxidase conjugated (W402B, Promega), anti-rabbit IgG, horeseradish peroxidase conjugated (W401B, Promega), and G3BP (catalog no.: #611126, BD Transduction Laboratories).

### IP

We generated HEK293T cells that expressed endogenously 3xFlag-tagged GCN1. Chaps cell extract buffer (Cell Signaling Technology #9852) in presence or absence of RNase A (Sigma) was used to lyse the cells. Immunoprecipitation was performed using anti-Flag-M2 affinity gel (Sigma, A2220).

### Functional enrichment analysis

ATF4 ChIP-seq target genes with binding peaks found ± 5 kb of gene transcription start sites in WT and GCN2 KO MEFs ± leucine were used as input for functional enrichment analysis by Ingenuity Pathway Analysis (IPA, www.ingenuity.com), WebGestalt (www.webgestalt.org), and Enrichr (https://maayanlab.cloud/Enrichr/). For IPA analysis, Fisher’s exact test was used to calculate *p*-values determining the probability that the association between genes in the dataset and the canonical pathway is explained by chance alone. Fisher’s exact test *p*-values were corrected for multiple testing (adjusted *p*-value, Padj) using the Benjamini–Hochberg method. KEGG pathway enrichment analysis was performed using WebGestalt. Enrichment of Hallmark signatures (2020) from the Molecular Signatures Database (MSigDB) were determined using Enrichr.

Over-representation of Gene Ontology biological processes from an ATF4-targeted 145 gene subset found bound by ATF4 in MEFs ± leucine within 5 kb of gene transcription start sites was evaluated using WebGestalt. The top 10 significant terms with FDR < 0.05 were determined following a weighted set cover redundancy reduction of functional gene sets comprising a minimum of three genes.

### Lentivirus preparation

About 8 × 10^6^ 293T cells in a 10 cm dish were transfected with 10 μg of Lentivector, 6.5 μg of psPAX2, 3.5 μg of pMD2.G, in presence of 50 μl of Lipofectamine 2000 and 1 ml of Opti-MEM. Twenty-four hours post-transfection, the medium was collected everyday for 48 h and was subjected to centrifugation at 76,000*g* for 1.5 h. The viral pellet was then resuspended in DMEM and 10% heat-inactivated FBS and then rotated overnight at 4 °C. The resulting concentrated virus solution was used to infect cells directly in presence of 8 μg/ml polybrene or was flash frozen in aliquots on dry ice for long term storage at −80 °C.

### Lentivirus plasmids

shRNA against human ATF4 (Sigma; TRCN0000013573)

shRNA against human LARP1 (Sigma; TRCN0000150984)

shRNA against human GCN1 (Sigma; TRCN0000154822)

nontargeting shRNA SHC002 (Sigma)

### Proteomics and data analysis

Samples were run on SDS-PAGE gel and a gel band was subject for in-gel digestion. Gel band was washed in 100 mM ammonium bicarbonate/acetonitrile (ACN) and reduced with 10 mM DTT at 50 °C for 30 min. Cysteines were alkylated with 100 mM iodoacetamide in the dark for 30 min in RT. Gel band was washed in 100 mM ammonium bicarbonate/ACN prior to adding 600 ng trypsin for overnight incubation at 37 °C. Supernatant containing peptides was saved into a new tube. Gel was washed at RT for 10 minutes with gentle shaking in 50% ACN/5% formic acid (FA), and supernatant was saved to peptide solution. Wash step was repeated each by 80% ACN/5% FA and 100% ACN, and all supernatant was saved, then subject to the speedvac dry. After lyophilization, peptides were reconstituted with 5% ACN/0.1% FA in water and injected onto a trap column (150 μm ID X 3 cm in-house packed with ReproSil C18, 3 μm) coupled with an analytical column (75 μm ID X 10.5 cm, PicoChip column packed with ReproSil C18, 3 μm) (New Objectives, Inc). Samples were separated using a linear gradient of solvent A (0.1% FA in water) and solvent B (0.1% FA in ACN) over 120 min using a Dionex UltiMate 3000 Rapid Separation nanoLC (ThermoFisher Scientific). MS data were obtained on a Orbitrap Elite Mass Spectrometer (Thermo Fisher Scientific Inc). Data were searched using Mascot (Matrix Science) v.2.5.1 against the Swiss-Prot Human database (2019), and results were reported at 1% FDR in Scaffold v.4.8.4 (Proteome Software).

The GCN1 AP-MS data was analyzed by SAINT (63) using REPRINT (64) with default parameters. A purification done from HEK293T cells not expressing 3xFlag-tagged GCN1 was used as a negative control for the SAINT analysis. The dot plot displaying the GCN1 interactors with a SAINT score ≥0.9 was generated using the ProHits-viz suite (65). For the dot plot generator, SAINT scores were used for filtering, and total spectral counts were used for displaying abundance with the following parameters: Primary filter = SAINT score of 1; Secondary filter = SAINT score of 0.9; Minimum abundance value = 0; Maximum abundance value = 40.

### Ribosome profiling analysis

Trimming and alignment were performed as described in GSE113751. The R package DESeq2 was used to calculate footprints per million reads for each Gencode v24 gene and normalize across each sample, for the six HEK293T samples in GSE113751 (GSM3118956-61).

## Data availability

ChIP-seq data are available in the Gene Expression Omnibus (GEO) database under the accession number GSE166590.

## Supporting information

This article contains supporting information

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The amino acid sensor GCN2 suppresses terminal oligopyrimidine (TOP) mRNA translation via La-related protein 1 (LARP1)
**Source:** J Biol Chem. 2022 Jul 19;298(9):102277. doi: 10.1016/j.jbc.2022.102277
**Supplement:** Separate State file

The graphs that are presented here are the reuse of exact graphs appeared in the main figures. Panel number corresponding to the main figures are indicated above each graph.

**Figure 2C**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.005580 | -0.1309 to 0.1421 | No | ns |
| -Leu | 0.2376 | 0.1011 to 0.3741 | Yes | ** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.4948 | -0.6313 to -0.3583 | Yes | **** |
| KO | -0.2628 | -0.3993 to -0.1263 | Yes | *** |

**Figure 2C**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.04157 | -0.1747 to 0.09159 | No | ns |
| -Leu | 0.3516 | 0.2185 to 0.4848 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.5358 | -0.6689 to -0.4026 | Yes | **** |
| KO | -0.1426 | -0.2757 to -0.009431 | Yes | * |

**Figure 2C**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.002916 | -0.2017 to 0.1959 | No | ns |
| -Leu | 0.8952 | 0.6923 to 1.098 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -1.112 | -1.311 to -0.9136 | Yes | **** |
| KO | -0.2143 | -0.4131 to -0.01550 | Yes | * |

**Figure 2C**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.03320 | -0.1157 to 0.1821 | No | ns |
| -Leu | 0.5369 | 0.3880 to 0.6858 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.7203 | -0.8692 to -0.5714 | Yes | **** |
| KO | -0.2166 | -0.3655 to -0.06768 | Yes | ** |

**Figure 2D**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.0009680 | -0.1562 to 0.1581 | No | ns |
| -Leu | 0.3803 | 0.2232 to 0.5375 | Yes | *** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.5155 | -0.6727 to -0.3584 | Yes | **** |
| KO | -0.1362 | -0.2933 to 0.02100 | No | ns |

**Figure 2D**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.004172 | -0.5798 to 0.5715 | No | ns |
| -Leu | 1.133 | 0.5569 to 1.708 | Yes | *** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -1.233 | -1.808 to -0.6569 | Yes | *** |
| KO | -0.09575 | -0.6714 to 0.4799 | No | ns |

**Figure 2D**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.02670 | -0.5705 to 0.5172 | No | ns |
| -Leu | 0.8562 | 0.3123 to 1.400 | Yes | ** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -1.976 | -2.520 to -1.432 | Yes | **** |
| KO | -1.093 | -1.637 to -0.5496 | Yes | *** |

**Figure 2D**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.04506 | -1.807 to 1.717 | No | ns |
| -Leu | 2.704 | 0.9413 to 4.466 | Yes | ** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -7.083 | -8.845 to -5.320 | Yes | **** |
| KO | -4.334 | -6.096 to -2.572 | Yes | *** |

**Figure 2E**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.06100 | -0.02457 to 0.1466 | No | ns |
| -Leu | 0.5967 | 0.5111 to 0.6822 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.5618 | -0.6473 to -0.4762 | Yes | **** |
| KO | -0.02610 | -0.1117 to 0.05947 | No | ns |

**Figure 2E**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.04041 | -0.001231 to 0.08206 | No | ns |
| -Leu | 0.3301 | 0.2885 to 0.3718 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.3465 | -0.3881 to -0.3049 | Yes | **** |
| KO | -0.05677 | -0.09842 to -0.01513 | Yes | ** |

**Figure 2E**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.01524 | -0.3169 to 0.2864 | No | ns |
| -Leu | 1.082 | 0.7803 to 1.384 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -1.019 | -1.320 to -0.7170 | Yes | **** |
| KO | 0.07849 | -0.2232 to 0.3802 | No | ns |

**Figure 2E**

Within IP samples

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.05737 | -0.2218 to 0.1070 | No | ns |
| -Leu | 0.6093 | 0.4449 to 0.7737 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -0.5708 | -0.7352 to -0.4064 | Yes | **** |
| KO | 0.09586 | -0.06856 to 0.2603 | No | ns |

**Figure 2F**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.02570 | -0.5979 to 0.6493 | No | ns |
| -Leu | 0.4287 | -0.1949 to 1.052 | No | ns |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -1.009 | -1.633 to -0.3857 | Yes | ** |
| KO | -0.6064 | -1.230 to 0.01724 | No | ns |

**Figure 2F**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | 0.01194 | -2.905 to 2.928 | No | ns |
| -Leu | 12.00 | 9.082 to 14.92 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -16.73 | -19.64 to -13.81 | Yes | **** |
| KO | -4.740 | -7.657 to -1.824 | Yes | ** |

**Figure 2F**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.003856 | -0.9570 to 0.9493 | No | ns |
| -Leu | 2.282 | 1.329 to 3.235 | Yes | *** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -2.710 | -3.663 to -1.756 | Yes | **** |
| KO | -0.4238 | -1.377 to 0.5294 | No | ns |

**Figure 2F**

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| WT - KO |  |  |  |  |
| +Leu | -0.01721 | -2.647 to 2.612 | No | ns |
| -Leu | 13.84 | 11.21 to 16.47 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| +Leu - -Leu |  |  |  |  |
| WT | -20.45 | -23.08 to -17.82 | Yes | **** |
| KO | -6.591 | -9.221 to -3.962 | Yes | *** |

**Figure 3C**

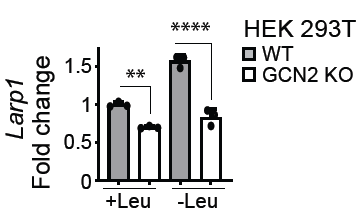

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| KO - WT |  |  |  |  |
| +Leu | -0.2997 | -0.4545 to -0.1450 | Yes | ** |
| -Leu | -0.7432 | -0.8980 to -0.5884 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| -Leu - +Leu |  |  |  |  |
| WT | 0.5787 | 0.4240 to 0.7335 | Yes | **** |
| KO | 0.1353 | -0.01951 to 0.2900 | No | ns |

**Figure 3C**

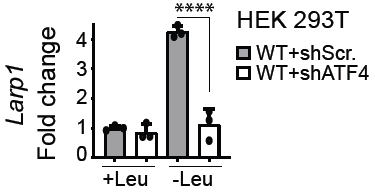

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| shATF4 - sch |  |  |  |  |
| +Leu | -0.1339 | -0.8207 to 0.5530 | No | ns |
| -Leu | -3.115 | -3.802 to -2.428 | Yes | **** |

| Bonferroni's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| -Leu - +Leu |  |  |  |  |
| sch | 3.250 | 2.563 to 3.937 | Yes | **** |
| shATF4 | 0.2689 | -0.4180 to 0.9557 | No | ns |

# Supplementary material for: The amino acid sensor GCN2 suppresses terminal oligopyrimidine (TOP) mRNA translation via La-related protein 1 (LARP1)
**Source:** J Biol Chem. 2022 Jul 19;298(9):102277. doi: 10.1016/j.jbc.2022.102277
**Supplement:** Supplemental Information titles and legends

**Supplemental Information titles and legends**

**Figure S1:** **ATF4 ChIP-seq analysis in WT and GCN2 KO MEFs**

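The ATF4 motif was counted as TGATGCAA on either strand within 50 bp of the peak center, on assembled chromosomes, beside windows of the same size 1 kb to either side. It was present in 131 of 4839 WT +Leu peaks (2.71%, 95% Wilson interval 2.29 to 3.20) and in 442 of 6362 WT -Leu peaks (6.95%, 6.35 to 7.60). In GCN2 KO cells 38 of 3549 +Leu peaks (1.07%, 0.781 to 1.47) and 29 of 2658 -Leu peaks (1.09%, 0.761 to 1.56) carried it. The neighboring windows held it in 0.207%, 0.220%, 0.197% and 0.245% of cases, in the same order. Among the 2672 strongest peaks of each list, the share in WT -Leu was 15.2%, the largest move of any alternative. With any base allowed at position 6 of the motif, the shares of all peaks were 4.26%, 11.0%, 2.23% and 2.26%, against 1.36%, 1.38%, 1.17% and 1.56% in the neighboring windows. The motif was concentrated in peaks with high scores. In the 10% of peaks with the highest scores of each list it was found in 19.6% (WT +Leu), 37.8% (WT -Leu), 7.45% (GCN2 KO +Leu) and 6.46% (GCN2 KO -Leu).

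**Figure D4:**
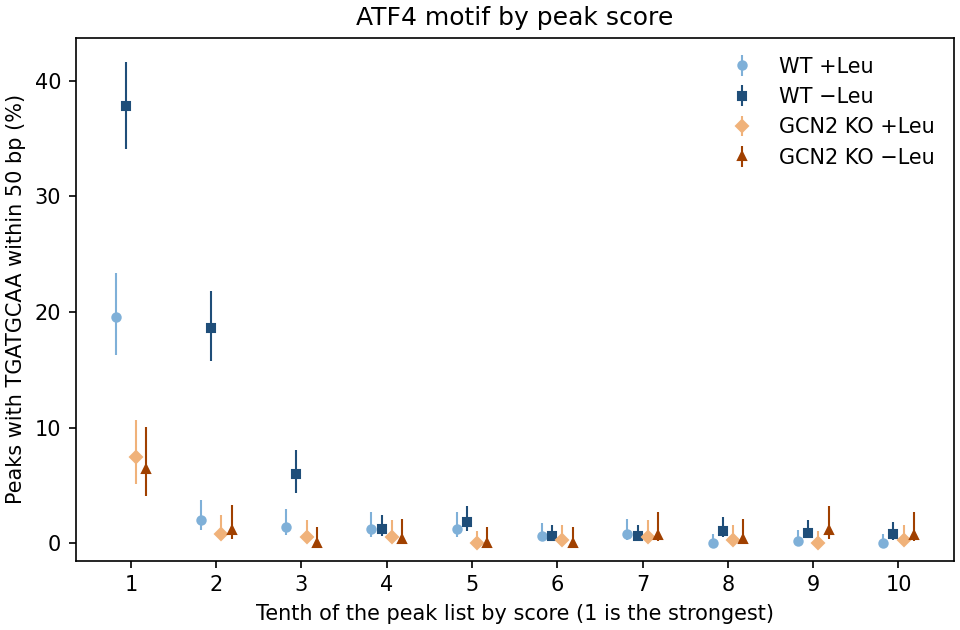
Percent of peaks with TGATGCAA within 50 bp of the center (vertical axis) in each of 10 equal parts of the 4 lists ordered by score (horizontal axis, 1 is the strongest); points are shares and bars are 95% Wilson intervals, which cover counting error only. In the strongest group the shares range from 6.46% in GCN2 KO -Leu to 37.8% in WT -Leu.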

(A) De novo motifs (top 3) enriched in ATF4 ChIP-seq binding events in WT and GCN2 KO MEFs in the presence or absence of Leucine (Leu) for 24h. ChIP-seq data represent a single sequencing experiment on a ChIP conducted using chromatin pooled from 2 independent experiments each performed with at least 5 replicates.

(B) ATF4 ChIP-seq location analysis (top) and the number of peaks relative to gene TSSs (bottom) from WT and GCN2 KO MEFs in the presence or absence of Leucine (Leu) for 24h.

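By the annotation in the lists, introns held 44.9% of the WT +Leu peaks, 45.4% of WT -Leu, 44.2% of GCN2 KO +Leu and 42.6% of GCN2 KO -Leu, and intergenic regions held 43.0%, 40.7%, 41.4% and 42.7%. Peaks annotated as promoter numbered 119 in WT +Leu, 253 in WT -Leu, 83 in GCN2 KO +Leu and 59 in GCN2 KO -Leu. Within 1 kb of a TSS, or annotated as promoter, lay 5.18% of the WT +Leu peaks (95% Wilson interval 4.59 to 5.83) and 6.82% of the WT -Leu peaks (6.23 to 7.47), and these intervals do not overlap. The shares in GCN2 KO cells, 5.27% with leucine (4.59 to 6.05) and 4.79% without it (4.04 to 5.67), could not be told apart. Among the 2672 strongest peaks of each list the share was 9.36% in WT -Leu, the largest move of any alternative, and 5.43% in WT +Leu. Distances between 10 and 50 kb from a TSS accounted for 38% of WT +Leu and 37.8% of WT -Leu peaks, and 34.4% of WT +Leu peaks and 32.6% of WT -Leu peaks lay over 50 kb away.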

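Aminoacyl-tRNA synthetases, the enzymes that charge tRNAs with amino acids, were counted from a list of 38 cytosolic and mitochondrial synthetase genes, since the IPA gene set was not used here. Peaks within 5 kb of the TSS were found at 12 of them in WT +Leu, 14 in WT -Leu, 9 in GCN2 KO +Leu and 4 in GCN2 KO -Leu. In 10000 random gene lists of the same sizes, drawn from the 8863 genes nearest to a peak of any list, which include 24 synthetase genes, the median was 2, 3, 1 and 1. None of the random lists held as many for the first 3 peak lists, and 241 did for GCN2 KO -Leu. The observed number was 5.71, 4.65, 5.76 and 3.58 times the mean of such lists. With all 49997 genes of the reference as background these factors were 20.3, 16.6, 20.5 and 12.7, and with only the genes that have a peak within 5 kb in any list, a background chosen after seeing the data, they were 2.55, 2.08, 2.57 and 1.59. All 12 synthetase genes of WT +Leu were also in WT -Leu.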

(C) The top enriched IPA canonical pathway of ATF4 target genes involved in tRNA charging with binding peaks ± 5kb of gene TSSs. Enrichments were increased upon Leucine (Leu) deprivation and decreased by loss of GCN2.

(D) UCSC Genome browser views for ATF4 ChIP-seq binding events in WT and GCN2 KO MEFs that have been exposed to control (+Leu) or leucine deficient (-Leu) medium for 24h at a subset of ATF4 known targets. ATF4 ChIP-seq binding profiles in WT and ATF4 KO MEFs (control) treated with tunicamycin (Tm) (GSE35681)^41^ are also shown below each panel validating the specificity of the ATF4 targets found.

(E) Enriched (adjusted P-value < 0.05) MSigDB Hallmark 2020 gene signatures and associated genes identified using the Enrich r program with ATF4 ChIP-seq target gene sets with binding peaks found within ± 5kb of gene TSSs.

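The genes listed in Fig. S1E were looked up among the target genes of the same list. In WT +Leu, all 15 genes given for the unfolded protein response and all 18 given for mTORC1 signaling had a peak within 5 kb of the TSS. In WT -Leu this held for 21 of 22, 29 of 29 and 23 of 23 genes given for the unfolded protein response, mTORC1 signaling and hypoxia, and for 19 of 20 given for allograft rejection. The gene missing from the unfolded protein response was Cebpb, whose WT -Leu peak lay 12.5 kb from its TSS. The symbol missing from allograft rejection is printed as CARPTT and matched no gene; Cartpt had a WT -Leu peak 4.53 kb from its TSS with a score of 23. Of the 29 mTORC1 genes of WT -Leu, 15 also had a peak in WT +Leu, 10 in GCN2 KO +Leu and 3 in GCN2 KO -Leu. These genes were taken from the WT -Leu list, which is also the longest, so lower counts in the other lists do not measure a change.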

**Figure S2: GCN2 controls expression of *LARP1* and TOP mRNA translation.**

(A) Western blot analysis of LARP1 in WT (DR-Wildtype) and GCN2 KO (GCN2-KO-DR) MEFs (ATCC) cultured in the absence of Leucine (-Leu) for 0 h, 6 h or 24 h. SE; Short exposure, LE; Long exposure.

(B) Log2 fold-changes in FPM between the GCN2 KO and WT cells described in Fig. 3A for the 5'TOP mRNAs (n=1).

**Figure S3: GCN2 control TOP mRNA translation via regulating LARP1 expression**

(A and B) Assessment of global protein synthesis by puromycin incorporation assay in WT and GCN2 KO cells in presence (A) or absence (B) of L-leucine for 6 h. Data are presented as means ± SD (n=3), Unpaired t test. * p<0.05 and *** p < 0.001.

(C) Polysomal distribution of the indicated TOP mRNAs in cells exposed to L-leucine deficient (-Leu) medium for 6h as determined by RT-qPCR. Values are expressed as a percentage of total levels of corresponding mRNAs in all fractions. P, Pre: fractions 1-4; L, Light: fractions 5-10 ; H, Heavy: fractions 11-13 as indicated in Figure 3E. Data are presented as means ± SD (n=3). * p < 0.05, ** p < 0.01, and *** p < 0.001; Two-way ANOVA followed by Bonferroni post-hoc test.

(D) Immunoblot analysis of WT and GCN2 KO HEK 293T cells in the presence of scrambled shRNA (Scr.) or shRNA against *LARP1*. LARP1 KO cells are shown as a control.

(E) Absorption profiles of ribosomes from WT HEK293T cells in the presence of scrambled shRNA (Scr.) or shRNA against LARP1 (shLARP1). RT-qPCR analysis of *RPS6* and *RPS20* in pooled polysome fractions of cells exposed to L-leucine deficient (-Leu) medium for 6h is shown below the profiles. P, Pre: fractions 1-4; L, Light: fractions 5-10 ; H, Heavy: fractions 11-13. (n=2). * p < 0.05, ** p < 0.01, and *** p < 0.001; Two-way ANOVA followed by Bonferroni post-hoc test.

(F) Absorption profiles of ribosomes from GCN2 KO (KO) HEK293T cells in the presence of scrambled shRNA (Scr.) or shRNA against LARP1 (shLARP1). RT-qPCR analysis of *RPS6* and *RPS20* in pooled polysome fractions of cells exposed to L-leucine deficient (-Leu) medium for 6h is shown below the profiles. P, Pre: fractions 1-4; L, Light: fractions 5-10 ; H, Heavy: fractions 11-13. Data are presented as means ± SD (n=3). * p < 0.05, ** p < 0.01, and *** p < 0.001; Two-way ANOVA followed by Bonferroni post-hoc test.

**Figure S4: Anisomycin treatment promotes LARP1 and GCN1 interaction**

(A) Absorption profiles of ribosomes from DMSO and ANS (1μg/ml) treated HEK 293T cells for 15 min. 40S and 60S denote the corresponding ribosomal subunits and 80S refers to monosomes.

(B) Immunoblot analysis of WT HEK293T cells that were exposed to DMSO or anisomycin (ANS) for 15 minutes and cytosol was fractionated with sucrose density gradients. Precipitated proteins from the polysome fractions (fractions 6-12) were examined by western blotting.

(C-D) Immunoblots and quantification of immunoprecipitates prepared from HEK293T cells endogenously expressing 3xFlag-tagged GCN1 in the presence or absence of anisomycin (ANS) at 1μg/ml for 30 minutes. Data are presented as means ± SD (n=3) Paired t test. * p<0.05.

# Supplementary material for: The amino acid sensor GCN2 suppresses terminal oligopyrimidine (TOP) mRNA translation via La-related protein 1 (LARP1)
**Source:** J Biol Chem. 2022 Jul 19;298(9):102277. doi: 10.1016/j.jbc.2022.102277
**Supplement:** New Figure S1

# Figure S1

**A**

## De novo motifs (Top 3)

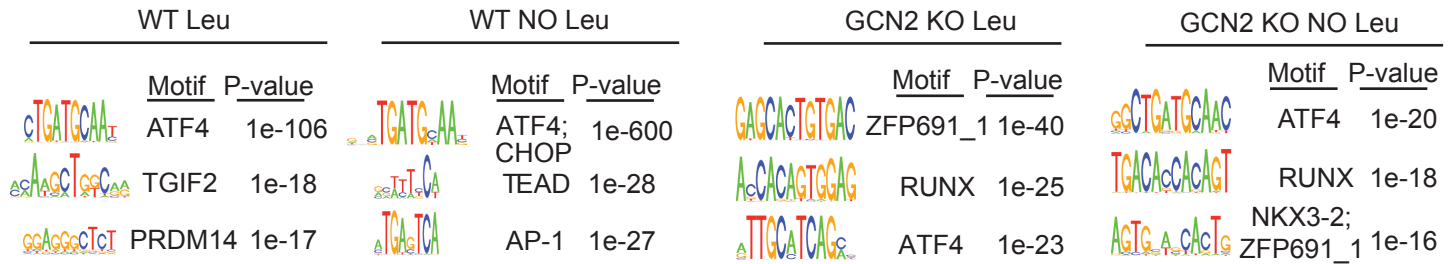

**B**

## ATF4 ChIP-seq location analysis

gene other gene desert 5d distal proximal

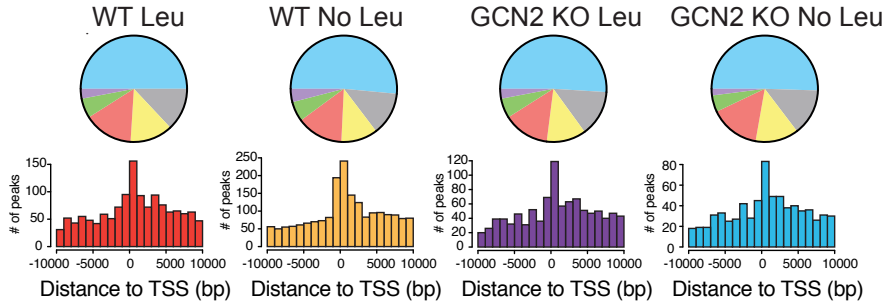

**C**

## IPA canonical pathway tRNA charging

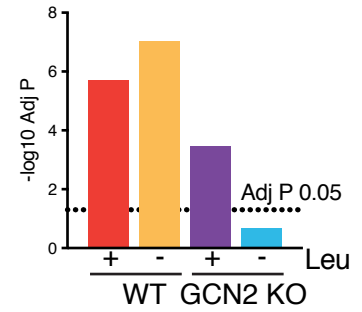

**D**

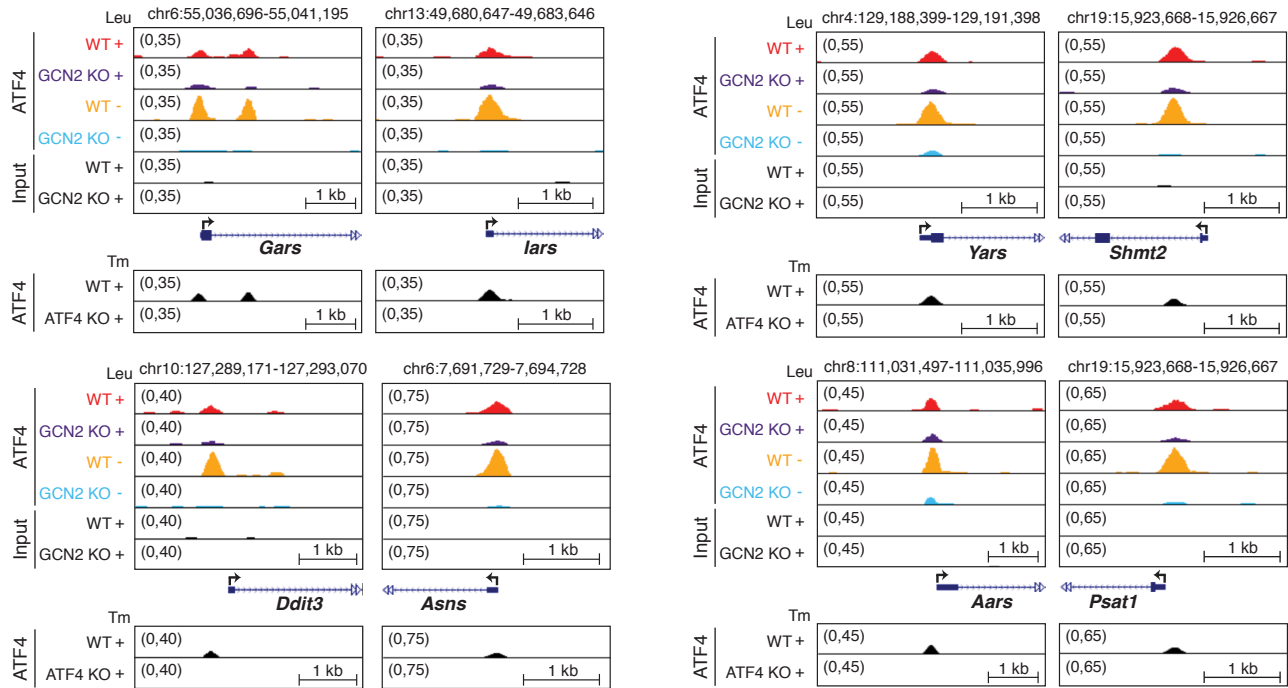

**E**

| MSigDB Hallmark 2020        | Overlap | Adj. Pvalue | Genes                                                                                                                                                                            |
|-----------------------------|---------|-------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>WT Leu (776)</b>         |         |             |                                                                                                                                                                                  |
| Unfolded Protein Response   | 15/113  | 1.56E-03    | HSPA9;CEBPB;CEBPG;ASNS;SLC1A4;RRP9;HERPUD1;VEGFA;XPOT;MTHFD2;PSAT1;DDIT4;EIF4EBP1;BANF1;CHAC1                                                                                    |
| mTORC1 Signaling            | 18/200  | 2.06E-02    | HSPA9;SHMT2;ASNS;SLC1A4;VLDLR;RRP9;PSMC6;NFIL3;MTHFD2;PSAT1;DDIT3;DDIT4;TRIB3;PHGDH;NUPR1;ALDOA;EEF1E1;BCAT1                                                                     |
| <b>WT No Leu (949)</b>      |         |             |                                                                                                                                                                                  |
| Unfolded Protein Response   | 22/113  | 7.10E-07    | TSPYL2;HSPA9;HSPA5;WFS1;CEBPB;ASNS;SLC1A4;HERPUD1;VEGFA;XPOT;MTHFD2;PSAT1;STC2;DDIT4;EIF4EBP1;CCL2;BANF1;CHAC1;ALDH18A1;ATF6;ATF3;PAIP1                                          |
| mTORC1 Signaling            | 29/200  | 2.03E-06    | PPP1R15A;SHMT2;SLC2A1;SLC1A4;GLRX;VLDLR;SLC7A11;CORO1A;ACACA;NFIL3;PHGDH;HSPA9;HSPA5;GOT1;GSR;ASNS;EIF2S2;PFKL;PSMC6;MTHFD2;PSAT1;DDIT3;CTH;DDIT4;TCEA1;TRIB3;NUPR1;BCAT1;SQSTM1 |
| Hypoxia                     | 23/200  | 1.34E-03    | CDKN1C;PPP1R15A;HSPA5;GAA;CAV1;PDGFB;SLC2A1;GLRX;VLDLR;F3;ETS1;NDRG1;PGF;VEGFA;GRHPR;PFKL;NFIL3;DDIT3;STC2;DDIT4;B4GALNT2;FBP1;ATF3                                              |
| Allograft Rejection         | 20/200  | 1.72E-02    | IL11;CD74;CCL22;INHBB;CARPTT;F2;ETS1;RPL3L;IL2;TLR1;FGR;CD8A;STAB1;ST8SIA4;STAT4;UBE2N;FLNA;CCL2;BCAT1;EIF3A                                                                     |
| <b>GCN2 KO Leu (577)</b>    |         |             |                                                                                                                                                                                  |
| N/A                         |         |             |                                                                                                                                                                                  |
| <b>GCN2 KO No Leu (413)</b> |         |             |                                                                                                                                                                                  |
| N/A                         |         |             |                                                                                                                                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

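ATF4 binding was measured by ChIP-seq in primary WT and GCN2 KO MEFs grown with or without leucine for 24 h, with 1 library per condition. The authors trimmed the reads with fastx, aligned them to mm10 with BWA, called peaks with MACS2 (--nomodel, false discovery rate of 0.05) on each ChIP library against an input library of the same genotype, and annotated the summit ±150 bp with HOMER. The values used were therefore the authors' 4 annotated peak lists. For each peak the authors deposited a score, which is the peak caller's and not normalized between libraries. They also deposited the distance to the nearest TSS in bp, and the GC and CpG content as a fraction of the peak's bases, which HOMER computed from mm10.

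From these lists were computed the numbers of peaks and their ratios, peaks common to a pair of lists (centers 300 bp or less apart), target genes (unique gene names with a peak within 5 kb of a TSS), the share of peaks at promoters (annotated as promoter or within 1 kb of a TSS), the share of peaks with TGATGCAA within 50 bp of the center, and the scores at named genes. The reference genome was GRCm38, the assembly that mm10 names, and its sequence was used only after the GC content of every listed peak on chromosomes 1 to 19, X and Y had been found equal to that of the reference. Common peaks were set beside 1000 random shifts of the +Leu peaks along their chromosomes, and gene lists beside 10000 random lists drawn from the 8863 genes named as nearest to a peak. Shares and ratios are given with 95% Wilson intervals. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and the reference was indexed with samtools 1.23.1. The overlap and motif steps were tested on simulated data, where 200 of 200 planted common peaks and 300 of 300 planted motif windows were recovered. All were planted within the limits searched, so this checks the code and not detection in the real lists.

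The lists do not give the sequencing depth of the libraries, so the precision of a score is unknown, and the intervals cover counting error only. Because each condition had a single pooled library, no test between conditions was made and no p-value is given. The genes named in the text are those that the Results, Fig. 1F, Fig. 2, Fig. S1D or Fig. S1E name for the ATF4 ChIP-seq, and the 3 genes with the highest-scoring peak within 5 kb of a TSS in each list; any other gene is said to have been chosen after its values were seen. The alternatives set before the data were examined were a score of 30 or more (the median of the 4 lists pooled), the 2672 strongest peaks of each list, assembled chromosomes only, other overlap distances (100 and 1000 bp, any overlap, counting from the -Leu list), other TSS windows (1 and 10 kb), the peak nearest to the TSS, percentile ranks, another gene background, a motif window of 150 bp and any base at motif position 6. The 2 input libraries, the fold enrichment shown in Fig. 2B and the read densities of Fig. 1 were not analysed here.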

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

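The tests on peaks that carry the motif were chosen after the numbers of peaks and their overlaps had been seen, and before the motif had been counted. Each condition had 1 library, so none of the differences between genotypes below was tested.

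The number of peaks changed in opposite directions in the genotypes. The -Leu list was 1.31 times as long as the +Leu list in WT and 0.749 times as long in GCN2 KO, and the ratios of target genes were 1.43 and 0.716. If weak peaks near the calling threshold made the difference, it should be lost among stronger peaks. With a score of 30 or more the ratios were 1.54 and 0.823, which keeps both directions. If only background peaks without the ATF4 motif had changed in number, peaks with the motif should be about as frequent in both WT lists. Their ratio was 3.37 in WT (131 and 442 peaks, 95% Wilson interval 2.78 to 4.10). In GCN2 KO it was 0.763 (38 and 29 peaks, 0.473 to 1.23), an interval that includes no change. More ATF4 binding without leucine in WT is the explanation that the design offers. The depth of the libraries is not in the lists, and the -Leu libraries were called against the input of leucine-fed cells. From these lists alone the pattern therefore cannot be told apart from a difference in depth or an effect of a control not matched for leucine. It remains a hypothesis here. The paper also gives ChIP-qPCR at the Larp1 and Ddit3 promoters, where ATF4 rose without leucine by more in WT than in GCN2 KO MEFs. Those measurements do not cover the other peaks.

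The share of peaks at promoters rose by 1.65 percentage points without leucine in WT and fell by 0.482 percentage points in GCN2 KO. In WT the 95% Wilson intervals of both lists do not overlap, whereas in GCN2 KO they do. No explanation of this difference was tested.

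Peaks more than 5 kb from a TSS, which the paper leaves out of its gene lists, carried TGATGCAA more often than windows 1 kb away from them. The shares were 1.81% of 4028 peaks in WT +Leu (1.44 to 2.27), 6.21% of 5189 in WT -Leu (5.58 to 6.89) and 0.608% of 2959 in GCN2 KO +Leu (0.385 to 0.960). The neighboring windows held it in 0.211%, 0.222% and 0.220% of cases, so the sequence composition of the surrounding region does not account for the shares. The neighboring windows were not matched to the peaks in GC content, so the composition of the peak windows themselves was not tested. In GCN2 KO -Leu the share was 0.672% (0.408 to 1.11) against 0.246% (0.138 to 0.441). The rule set for this test asked for intervals that do not overlap, which this list missed narrowly. Its share was 2.73 times that of the neighboring windows, close to the 2.77 times of GCN2 KO +Leu, so the GCN2 KO lists cannot be told apart in this respect. Distal sites may therefore be bound by ATF4 in WT cells with and without leucine, which is a hypothesis found and tested on the same lists. Of the 100 strongest peaks, 53 in WT +Leu and 53 in WT -Leu lay more than 5 kb from a TSS, and 25 and 24 of these carried the motif.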

How the results depend on the processing

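No paired analysis was possible because each condition had a single library made from pooled chromatin. Across the 29 results, the 14 settings chosen beforehand gave 141 values. Of these, 87 stayed within the interval of the reported value, or within 1.5 times of it where it has no interval, and 54 moved outside. Some of the 87 could not move. The 2672 strongest peaks of GCN2 KO -Leu are its whole list. Any overlap of the listed windows is the same rule as 300 bp between centers, with 308 and 98 common peaks again. No ratio crossed 1, but by percentile rank the named targets higher in WT -Leu went from most of the 18 to a minority. The cause of these moves was not tested.

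With a score of 30 or more, the peak ratios were 1.54 (WT) and 0.823 (GCN2 KO), against 1.31 and 0.749. Common peaks in GCN2 KO fell from 98 to 55. Target genes, in the order WT +Leu, WT -Leu, GCN2 KO +Leu and GCN2 KO -Leu, numbered 385, 681, 270 and 207 in place of 776, 1111, 577 and 413, with 104 shared in WT (157 reported) and 23 in GCN2 KO (49 reported). The motif share was 5.08% in WT +Leu, 11.3% in WT -Leu and 1.97% in GCN2 KO +Leu, against 2.71%, 6.95% and 1.07%, and the promoter share in WT -Leu was 8.09% against 6.82%. Synthetase genes were 10.6, 7.59 and 10.9 times as frequent as in random lists in WT +Leu, WT -Leu and GCN2 KO +Leu, against 5.71, 4.65 and 5.76.

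With the 2672 strongest peaks of each list, WT +Leu had 434 target genes and WT -Leu 521, of which 97 were shared. The motif shares in WT were 4.69% and 15.2%, the promoter share in WT -Leu was 9.36%, and the synthetase factors in WT were 9.36 and 9.92.

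Within 1 kb of a TSS, target genes numbered 247, 423, 185 and 126 in the order above, with 67 shared in WT and 17 in GCN2 KO, and the synthetase factors were 15.0, 9.60, 18.0 and 8.79. Within 10 kb the target genes numbered 1263, 1744, 922 and 679, with 275 and 91 shared, and the synthetase factors moved to 3.51 in WT +Leu and 2.18 in GCN2 KO -Leu. With all reference genes as background the factors were 20.3, 16.6, 20.5 and 12.7. With the genes that have a peak within 5 kb in any list as background, chosen after seeing the data, they were 2.55, 2.08, 2.57 and 1.59, so the size of this factor rests on the background.

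By percentile rank within each list, 6 of the named targets were higher in WT -Leu than in WT +Leu, against 17 by score. Several of these ranks differ by small steps near the top of both lists, so this count says little about a change in binding. With a motif window of 150 bp the shares were 3.91% (WT +Leu), 9.05% (WT -Leu) and 1.72% (GCN2 KO +Leu), and with any base at position 6 they were 4.26%, 11.0%, 2.23% and 2.26% in the 4 lists. WT -Leu had the highest motif share under each of these settings.

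Common peaks in WT ranged from 222 to 359 over the alternatives, within 1.5 times of 308. A score ratio of Larp1 below 1 was found under every alternative run for it, but only the percentile rank (0.875) could have changed it. Larp1 has 1 peak within 5 kb of its TSS in each WT list, so the stricter score, the strongest peaks, the choice of chromosomes and the peak nearest to the TSS all return the same pair of scores. The unknown depth of the libraries limits each comparison of peak numbers and scores between lists.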

Differences from the paper's values

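No value that the paper states for these lists differed from the value found here by more than 1.5 times. The target genes of WT +Leu, GCN2 KO +Leu and GCN2 KO -Leu numbered 776, 577 and 413, the same as the paper's. For WT -Leu, 1111 target genes were found against the paper's 949, and 157 shared with WT +Leu against the paper's 145. None of the alternatives set before the data were examined gave the paper's number for either. After these values were seen, 12 lowest scores from 13 to 24 and 11 TSS windows from 3 to 5 kb were tried on the WT -Leu list alone. A score of 23 or more gave 948 target genes with 149 shared, a window of 3.8 kb gave 956 with 144, and a window of 4 kb gave 971 with 145, which equals the paper's shared number. None of these 23 settings gave both of the paper's numbers.

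Common peaks numbered 308 in WT, where Fig. 1A shows about 300 (read by eye), and 98 in GCN2 KO, where Fig. 1A shows about 91 (read by eye). On assembled chromosomes only, which was set before the data were examined, the numbers were 302 and 90. The genes shared in GCN2 KO numbered 49, and Fig. 1C shows about 49 (read by eye).

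The paper counts Ppp1r15a among the genes bound by ATF4 under basal conditions. The WT +Leu list holds 0 peaks assigned to Ppp1r15a, so no alternative run here gave it one. Fig. S1E lists Cebpb for WT -Leu, where its peak lay 12.5 kb from the TSS, outside the windows of 5 and 10 kb. Fig. S1E also prints CARPTT, which matched no gene, while Cartpt had a WT -Leu peak 4.53 kb from its TSS.

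Fig. 2B places Eif4ebp1 and Gars in its lowest class of fold enrichment in GCN2 KO +Leu cells. In the list of these cells Eif4ebp1 had a peak with a score of 211, rank 8 of 3566 peaks, and Gars had a peak with a score of 44, rank 259. Fold enrichment itself was not analysed here.

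The legend of Fig. S1C describes a stronger enrichment of tRNA charging genes after leucine deprivation. Here the number of synthetase genes in WT rose from 12 to 14, and the factor over random lists went from 5.71 to 4.65. The direction was not the same under every alternative: with the 2672 strongest peaks of each list the factor went from 9.36 to 9.92, the direction of the legend. The legend also describes a lower enrichment with loss of GCN2. Here the factor was 5.76 in GCN2 KO +Leu against 5.71 in WT +Leu, and 3.58 in GCN2 KO -Leu against 4.65 in WT -Leu. With the 2672 strongest peaks of each list it was lower in GCN2 KO in both conditions, at 7.68 against 9.36 with leucine and 3.58 against 9.92 without it. The gene set and the measure are not those of the figure.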

Other observations

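The tests on the X chromosome, on peaks found only in GCN2 KO cells and on weak peaks that recur were chosen after the counts on X and the overlaps between the lists had been seen.

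The lists of a genotype shared few peaks. In WT the share of common peaks was 9.58 times as high among the 10% of +Leu peaks with the highest scores as among the 10% with the lowest, and in GCN2 KO it was 6.98 times as high. That comparison uses only the ends of the lists. Below the strongest 10% of WT +Leu, the share did not fall steadily toward the calling threshold. It lay between 1.44% and 3.92% in each further 10%, with 3.92% in the weakest. In WT -Leu it fell from 29.9% in the strongest 10% to 6.11% in the next and lay between 0.942% and 2.04% after that. The higher sharing of the strongest peaks is consistent with weak peaks adding to the difference between lists, but how much of it they make up cannot be told from these shares. Peaks in annotated repeats were tested as a further explanation. In WT, 26.2% of the +Leu peaks that were not common lay in repeats, against 15.3% of the common ones, with 95% Wilson intervals that do not overlap. Most peaks that were not common lay outside repeats, so repeats account for little of the low sharing. In GCN2 KO the shares were 21.8% and 23.5%, so repeats do not account for it there either.

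In WT, peaks gained and lost without leucine differed in the motif. Of the WT -Leu peaks without a WT +Leu partner, 5.12% of 6059 carried TGATGCAA (4.59 to 5.70), against 0.223% of the windows 1 kb away. Of the WT +Leu peaks without a WT -Leu partner, 0.331% of 4537 did (0.200 to 0.545), against 0.209% (0.134 to 0.327), and these intervals overlap. The peaks listed as lost can thus not be told apart from background by this motif, while 38.4% of the 302 common peaks carried it. In GCN2 KO the -Leu peaks without a +Leu partner carried it in 0.545% of cases (0.325 to 0.912), against 0.253% of the neighboring windows (0.148 to 0.432), and these intervals overlap. The +Leu peaks without a -Leu partner carried it in 0.665% (0.443 to 0.996), against 0.202% (0.121 to 0.339), which do not overlap. Set beside the neighboring windows, the lost peaks of GCN2 KO thus stand out and the gained ones do not, the opposite of WT, although the intervals of gained and lost peaks overlap each other. The GCN2 KO peaks without a partner in a WT list carried it in 0.235% of 5969 cases, against 0.226% of the neighboring windows, and those with a WT partner in 22.3% of 238 cases. A motif share at the level of the neighboring windows does not rule out binding at other sequences, since the Asns peak holds TGATGAAA. No biological explanation of the lost peaks was tested.

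GCN2 KO +Leu peaks were found in the WT -Leu list (108 of 3566, 3.03%, 2.51 to 3.64) about as often as in the GCN2 KO -Leu list (98, 2.75%, 2.26 to 3.34), and the intervals overlap. The WT -Leu list is longer, however. Of its 6374 peaks, 1.73% (1.43 to 2.08) had a GCN2 KO +Leu partner. Of the 2672 GCN2 KO -Leu peaks, 3.59% (2.95 to 4.37) had one, and these intervals do not overlap. There were 31 WT +Leu peaks with a partner in each of the other 3 lists. Of these, 28 lay on assembled chromosomes, 16 carried the motif and 16 lay within 5 kb of a TSS.

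Weak peaks recurred more often than shifted positions did. Of the 2422 WT +Leu peaks on assembled chromosomes in the lower part of the list by score, 59 had a WT -Leu partner, against a mean of 3.76 and a maximum of 11 in 1000 random shifts. Sites that draw a peak in any library could give this. On all chromosomes and contigs, 7 of the 60 recurring weak peaks (11.7%, 5.77 to 22.2) also had a partner in a GCN2 KO list, against 30 of 2365 weak peaks that did not recur (1.27%, 0.890 to 1.81), which is 9.20 times as often. The ratio rests on 7 peaks, so its size is uncertain, and 4 of the 60 peaks carried the motif.

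Few peaks lay on the X chromosome. Among peaks outside masked repeats it held 47 of 16367 (0.287%, 0.216 to 0.382). If GC content and repeats were the cause, random windows outside masked repeats with the same GC content should fall on X as seldom. Random windows fell on X in 6.13% of cases, those outside masked repeats in 5.00%, and those also matched in GC content in 2.06%. Composition thus lowers the share on X, but the matched windows still fell there 7.19 times as often as the peaks. If a single X copy per cell lost weak peaks at the calling threshold, strong peaks should be less affected. Among the 10% of peaks with the highest scores, X held 8 of 1635 (0.489%, 0.248 to 0.963), 0.209 times the share of matched windows. For all peaks it was 0.139 times, so the strong peaks moved in the predicted direction. The intervals of the shares on X overlap, so this comparison cannot decide. Strong peaks still fell on X less often than their matched windows (2.35%). A single X copy was tested only through this loss of weak peaks, and mappability was not tested. The pattern thus cannot be told apart from an effect of either. No biological explanation was tested.

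The strongest peak of the WT -Leu list was outside the TSS window and is named here after its value was seen. It lay in an intron of Ciapin1, on chromosome 8 from 94825188 to 94825488, 13002 bp from the TSS, scored 2628 and held TGATGCAA on the plus strand from 94825340 to 94825347. No peak of the other 3 lists was assigned to Ciapin1 at any distance. By contrast, distal peaks near Klhdc4 and in an intron of Ubr2, also named after their values were seen, were present in all 4 lists. They ranked 2 and 3 in WT +Leu with scores of 1409 and 1209, and 3 and 4 in WT -Leu with scores of 2319 and 2249. These values come from single libraries, and no explanation was tested.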
